# Preclinical validation of a novel metastasis‐inhibiting Tie1 function‐blocking antibody

**DOI:** 10.15252/emmm.201911164

**Published:** 2020-04-17

**Authors:** Mahak Singhal, Nicolas Gengenbacher, Silvia La Porta, Stephanie Gehrs, Jingjing Shi, Miki Kamiyama, Diane M Bodenmiller, Anthony Fischl, Benjamin Schieb, Eva Besemfelder, Sudhakar Chintharlapalli, Hellmut G Augustin

**Keywords:** angiogenesis, angiopoietin–Tie signaling, cancer, endothelial cells, metastasis, Cancer, Immunology, Vascular Biology & Angiogenesis

## Abstract

The angiopoietin (Ang)–Tie pathway has been intensely pursued as candidate second‐generation anti‐angiogenic target. While much of the translational work has focused on the ligand Ang2, the clinical efficacy of Ang2‐targeting drugs is limited and failed to improve patient survival. In turn, the orphan receptor Tie1 remains therapeutically unexplored, although its endothelial‐specific genetic deletion has previously been shown to result in a strong reduction in metastatic growth. Here, we report a novel Tie1 function‐blocking antibody (AB‐Tie1‐39), which suppressed postnatal retinal angiogenesis. During primary tumor growth, neoadjuvant administration of AB‐Tie1‐39 strongly impeded systemic metastasis. Furthermore, the administration of AB‐Tie1‐39 in a perioperative therapeutic window led to a significant survival advantage as compared to control‐IgG‐treated mice. Additional *in vivo* experimental metastasis and *in vitro* transmigration assays concurrently revealed that AB‐Tie1‐39 treatment suppressed tumor cell extravasation at secondary sites. Taken together, the data phenocopy previous genetic work in endothelial Tie1 KO mice and thereby validate AB‐Tie1‐39 as a Tie1 function‐blocking antibody. The study establishes Tie1 as a therapeutic target for metastasis in a perioperative or neoadjuvant setting.

**The paper explained**

**Problem**

Metastasis is the fatal hallmark of cancer. Interaction of seeded tumor cells with the local microenvironment, especially blood vessels, is crucial for successful metastatic colonization. Following the clinical success of VEGF/VEGFR‐targeting drugs, the vascular cell‐specific angiopoietin (Ang)–Tie signaling pathway has been pursued as a candidate for the development of second‐generation anti‐angiogenic therapy. While Ang2‐targeting drugs have shown limited efficacy endothelial cell (EC)‐specific deletion of the orphan receptor, Tie1 strongly suppressed distant organ metastases. However, due to a lack of specific antibodies, Tie1 remains hitherto unexplored as a druggable therapeutic target, which is also complicated by the orphan receptor status of Tie1.

**Results**

Here, we established and validated a novel monoclonal antibody (AB‐Tie1‐39) against human TIE1 which potently suppressed metastasis. We, further, evaluated the efficacy of AB‐Tie1‐39 in different clinically relevant therapeutic regimens and found that a short‐term perioperative administration of AB‐Tie1‐39 could significantly improve overall survival as compared to control‐IgG‐treated mice. Mechanistically, treatment with AB‐Tie1‐39 restricted extravasation of circulating tumor cells at the metastatic site without affecting the local immune landscape.

**Impact**

Current anti‐angiogenic therapies have limited clinical efficacy, which translates into an overall survival advantage in the range of a few weeks to months. There is an urgent need to identify novel druggable targets which can limit metastatic progression. Tie1 function‐blocking antibody (AB‐Tie1‐39), by restricting the later steps of metastatic progression, can improve overall survival in spontaneously metastasizing mouse tumor models. AB‐Tie1‐39 will not only serve as a versatile tool for vascular research, but its preclinical anti‐metastatic effects warrant further clinical investigation.

## Introduction

Anti‐angiogenic drugs targeting the VEGF‐VEGF receptor pathway have been clinically approved more than 10 years ago. In fact, anti‐angiogenesis marked the first clinically effective anti‐stroma tumor therapy leading to an average increase in overall survival (OS) in different solid tumors of approximately 25% (Apte *et al*, 2019). Yet, this gain translates in absolute numbers in an increase in OS of only weeks to months (Ferrara & Adamis, 2016). The limited efficacy of clinically approved anti‐angiogenic drugs has stimulated intense research in industry and academia to identify and validate second‐generation anti‐angiogenic targets that would either combine with anti‐VEGF/VEGFR drugs or substitute for anti‐VEGF/VEGFR drugs in patients with anti‐VEGF/VEGFR non‐responsiveness or resistance (Carmeliet & Jain, 2011; Jayson *et al*, 2016; Kuczynski *et al*, 2019).

Among the most intensely pursued second‐generation anti‐angiogenic candidate molecules is the contextual agonistic and antagonistic Tie2 ligand angiopoietin‐2 (Ang2) (Saharinen *et al*, 2017). Similar to VEGF, Ang2 is prominently upregulated in essentially all types of solid tumors (Huang *et al*, 2010; Saharinen *et al*, 2017). Yet, unlike VEGF, which is predominately expressed and secreted by tumor cells, Ang2 is in almost all tumors produced by the tumor‐associated angiogenic endothelial cells (ECs) and not by the tumor cells (Augustin *et al*, 2009; Helfrich *et al*, 2009). Ang2 thereby acts autocrine to regulate EC responsiveness to multiple cytokines, including VEGF (Felcht *et al*, 2012; Benest *et al*, 2013). Preclinical experiments with Ang2 targeting, either as a monotherapy or in combination with anti‐VEGF, have shown a transient delay in the growth of primary tumors with no major effects on mean metastatic burden (Nasarre *et al*, 2009; Srivastava *et al*, 2014). These preclinical observations could well relate to the fact that anti‐Ang2 showed in human clinical trials some efficacy in progression‐free survival (i.e., short‐term effects), but not in OS (i.e., long‐term effects) (Monk *et al*, 2014, 2016). Likewise, human clinical trials comparing anti‐VEGF therapy with combined anti‐VEGF/Ang2 combination therapy have not proven successful so far (Bendell *et al*, 2017).

In contrast to the well‐understood Ang1/Ang2/Tie2 signaling axis, the functional role of the second Tie receptor, Tie1, during tumor progression and metastasis, remains elusive, which may mechanistically be largely due to its orphan receptor status (Eklund *et al*, 2017). Nevertheless, global genetic deletion of Tie1 results in late embryonic lethality as a consequence of perturbed vascular maturation, clearly showing critical and rate‐limiting vascular functions of Tie1 (Puri *et al*, 1995; Sato *et al*, 1995). Correspondingly, the EC‐specific postnatal deletion of Tie1 (Tie1^iECKO^) leads to perturbed retinal angiogenesis with reduced vascular outgrowth and decreased numbers of outward growing tip cells (D'Amico *et al*, 2014; Savant *et al*, 2015). In a tumor context, Tie1 deletion affects intravasation of tumor cells at the primary tumor site and extravasation of metastasizing tumor cells at secondary sites, resulting in strongly reduced metastatic growth in Tie1^iECKO^ mice (D'Amico *et al*, 2014; La Porta *et al*, 2018). Importantly, whereas Ang2 targeting affects primary tumor growth with no effect on later stages of tumor progression (Nasarre *et al*, 2009), tumor growth is only marginally affected in Tie1^iECKO^ mice, but Tie1 targeting strongly suppresses metastasis (La Porta *et al*, 2018). This could suggest that Tie1 may target a clinically more relevant therapeutic window than Ang2. Moreover, the increasing appreciation that angiogenic regulators may directly affect metastasis, even independent of their angiogenic functions, warrants further study of second‐generation anti‐angiogenic targets as potential anti‐metastatic drugs (Singhal & Augustin, 2020).

Building on the experiments in Tie1^iECKO^ mice, the present study was aimed at generating and validating Tie1 function‐blocking antibodies for therapeutic exploitation. This goal was complicated by the fact that the orphan receptor status of Tie1 and the limited understanding of the Tie1 mechanism of action made it difficult to establish a strategy for high‐throughput screening to identify function‐blocking antibodies. We therefore opted to screen for Tie1 antibodies that would inhibit Ang1‐mediated Tie2 phosphorylation. These experiments resulted in the generation of antibody AB‐Tie1‐39, which in terms of postnatal retinal angiogenesis and metastatic growth phenocopied previous experiments in Tie1^iECKO^ mice. AB‐Tie1‐39 thereby fully corroborated these earlier genetic experiments and validated Tie1 as a promising therapeutic target for further translational exploitation.

## Results and Discussion

### Generation and validation of a Tie1 function‐blocking antibody

Monoclonal antibodies were raised against the extracellular domain of human Tie1. Six human Fab phage display libraries (de Haard *et al*, 1999) (FL323‐03, FL323‐05, FL323x, FL323xx, FL169‐04, and FL169x) were toward this end panned against the extracellular domain of rhTie1 (rhTie1‐ECD) antigen using the immunotube panning format. Three rounds of panning were carried out, and approximately 1,500 output‐3 (O3) phages were screened for binding to biotin‐labeled antigens by filter lift assay. Positive hits were then verified by DNA sequencing and assayed by single‐point ELISA (SPE) for binding to rhTie1‐ECD. ELISA results identified 66 clones that bound to rhTie1‐ECD. Of these, 22 Tie1‐binding antibodies were screened for their effect on Ang1‐stimulated Tie2 activation in human aortic ECs (Fig 1A). One antibody (AB‐Tie1‐39) robustly reduced AKT phosphorylation in an ELISA‐based quantitation (Figs 1A and EV1A and B). Given that human and murine Tie1 share 92.62% sequence homology (Fig EV1C), AB‐Tie1‐39 displayed significant binding to murine Tie1 in a surface plasmon resonance‐based conjugation assay (Fig EV1D).

**Figure 1:**
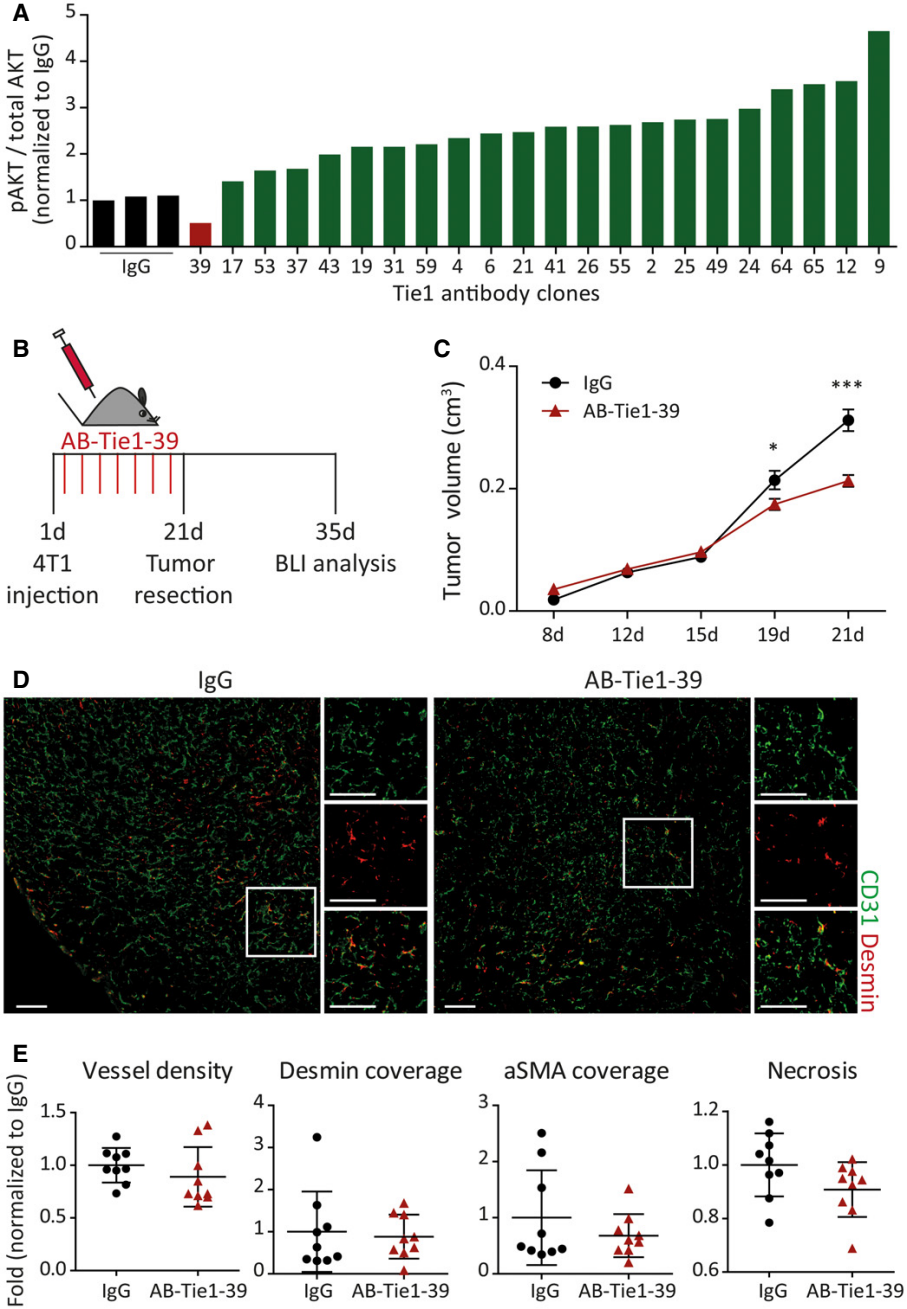
Neoadjuvant treatment with AB‐Tie1‐39 slows tumor growth with no overt vascular defects ATwenty‐two Tie1‐binding antibodies were screened for phospho‐AKT levels in an *in vitro* Ang1‐stimulation experiment. Only one clone (AB‐Tie1‐39) reduced AKT phosphorylation indicating suppressed Tie2 signaling (*n* = 1 experiment).BExperimental outline of the spontaneous metastatic breast (4T1) cancer model treated with IgG or AB‐Tie1‐39 in a presurgical neoadjuvant setting.CTumor growth curves show delayed primary tumor growth upon treatment with AB‐Tie1‐39 antibody as compared to IgG treatment (mean ± SEM, *n* = 9 mice). *, *P* < 0.05; ***, *P* < 0.001 (two‐way ANOVA test).DRepresentative immunofluorescence images of tumor sections stained with CD31 (EC‐specific marker) and Desmin (mural cell‐specific marker). Scale bars = 200 μm.EDot plots show quantitation of intratumoral vessel density, mural cell coverage using Desmin and aSMA co‐staining, and tumor necrosis (mean ± SD, *n* = 9 mice). All comparisons were rendered non‐significant according to two‐tailed Mann–Whitney *U*‐test.

**Figure EV1:**
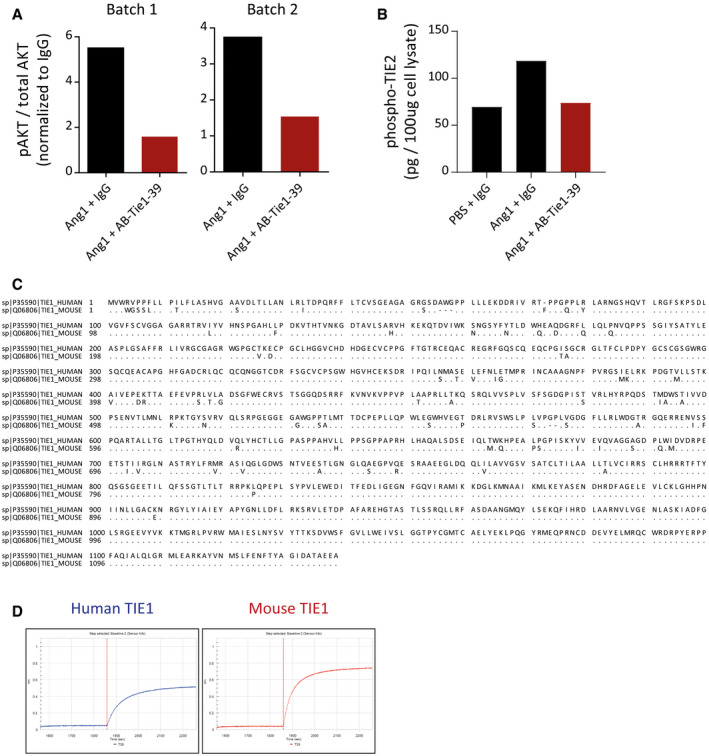
Screening and characterization of Tie1‐binding antibodies AAB‐Tie1‐39 was produced in two independent batches that were independently evaluated for their efficacy to inhibit Tie2 activation (*n* = 1 experiment for two batches of antibody production).BELISA‐based quantitation of phospho‐TIE2 amounts in HUVEC lysate stimulated with Ang1 and treated either with IgG or with AB‐Tie1‐39 (mean of three independent *in vitro* replicates is shown).CSequence comparison between human and mouse Tie1 shows 92.62% homology. A dot in the TIE1_MOUSE sequence implies a conserved amino acid residue.DBiacore binding curves demonstrating the high‐affinity binding of AB‐Tie1‐39 to both human and mouse Tie1.

During postnatal retinal angiogenesis, Tie1 contextually regulates Tie2 signaling as it counteracts Tie2 during active angiogenesis while sustaining its signaling in the remodeling plexus (Savant *et al*, 2015). To functionally validate AB‐Tie1‐39 *in vivo*, we studied postnatal retinal angiogenesis in AB‐Tie1‐39‐treated pups. Newborn littermates were intraperitoneally injected with either AB‐Tie1‐39 or control IgG on postnatal days P2 and P4. Pups were sacrificed on P6, and isolated retinas were analyzed via high‐resolution microscopy. The administration of AB‐Tie1‐39 suppressed retinal angiogenesis as evidenced by reduced vessel area and outgrowth (Fig EV2A and B). Further, a significant decline in the number of angiogenic tip cells was detected upon AB‐Tie1‐39 treatment (Fig EV2A and B). Concomitantly, an increased number of apoptotic EC were detected in the remodeling plexus of AB‐Tie1‐39‐treated pups, marked by cleaved caspase 3 positivity (Fig EV2A and B). Collectively, AB‐Tie1‐39 not only restrained active angiogenesis, but also led to enhanced vessel regression during physiological vascular development.

**Figure EV2:**
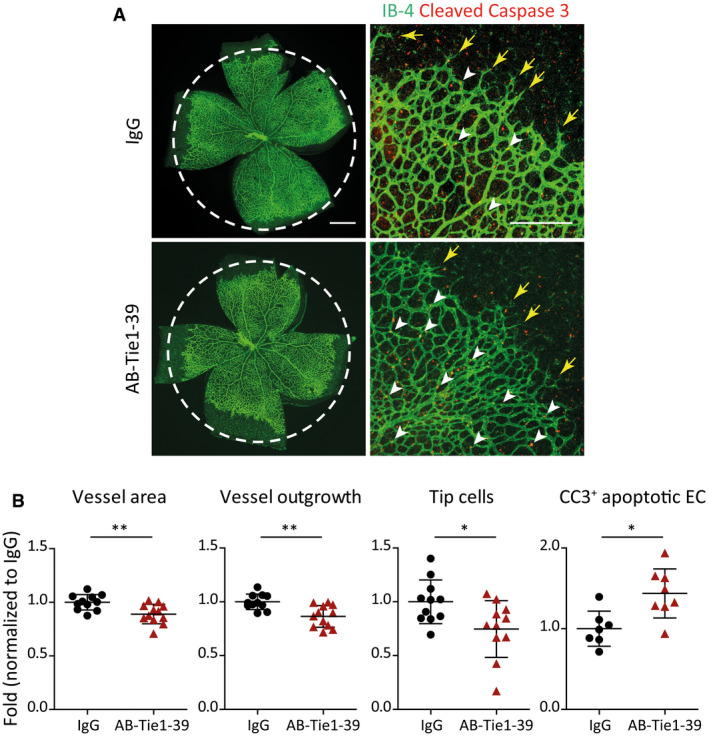
Administration of AB‐Tie1‐39 suppresses retinal angiogenesis ARepresentative whole‐mount images of retinas from mice treated with either IgG or AB‐Tie1‐39. Yellow arrows highlight angiogenic tip cells, and white arrowheads indicate cleaved caspase 3 (CC3)‐positive EC (labeled in red). The scale bars represent 500 μm (left panel) and 150 μm (right panel).BDot plots show quantitation of vessel area (mean ± SD, *n*_IgG_ = 11, *n*_AB‐Tie1‐39_ = 12 retinas) and outgrowth (mean ± SD, *n*_IgG_ = 11, *n*_AB‐Tie1‐39_ = 12 retinas), the number of tip cells (mean ± SD, *n*_IgG_ = 11, *n*_AB‐Tie1‐39_ = 11 retinas), and CC3‐positive apoptotic EC (mean ± SD, *n*_IgG_ = 7, *n*_AB‐Tie1‐39_ = 8 retinas). *P < 0.05; **P < 0.01 (two‐tailed Mann–Whitney *U*‐test).

### AB‐Tie1‐39 treatment delays primary tumor growth with no apparent vascular effects

Next, AB‐Tie1‐39 was administered to adult mice during different stages of tumor progression. To this end, preclinical metastasis models were employed, in which mice develop spontaneous multi‐organ metastases after primary tumor resection (Srivastava *et al*, 2014; Gengenbacher *et al*, 2017). Modeling neoadjuvant therapy, mice were treated with either AB‐Tie1‐39 or control IgG during primary tumor growth (Figs 1B and EV3A). Two different primary tumor models (4T1 and Lewis lung carcinoma, LLC) coherently displayed a marginal reduction in primary tumor growth when mice were administered with AB‐Tie1‐39 as compared to IgG (Figs 1C and EV3B). These observations fully recapitulate previous experiments in a genetic model of EC‐specific deletion of Tie1 (D'Amico *et al*, 2014; La Porta *et al*, 2018). However, unlike Tie1 deletion, AB‐Tie1‐39 treatment did not result in overt vascular changes as evidenced by no significant differences in intratumoral vessel density as well as perivascular coverage of tumor vessels when co‐stained with pericyte (Desmin)‐ and smooth muscle cell (aSMA)‐specific markers (Figs 1D and E, and EV3C and D). Additionally, tumors treated with AB‐Tie1‐39 did not show significant differences in tumor necrosis, vessel perfusion, and tumor hypoxia as compared to IgG‐treated control mice (Figs 1E and EV3D and E). Collectively, the reduced tumor growth in two independent preclinical models despite no overt vascular changes and absence of tumor cell necrosis indicates that any anti‐angiogenic effects of AB‐Tie1‐39 are rapidly compensated in a primary tumor context.

**Figure EV3:**
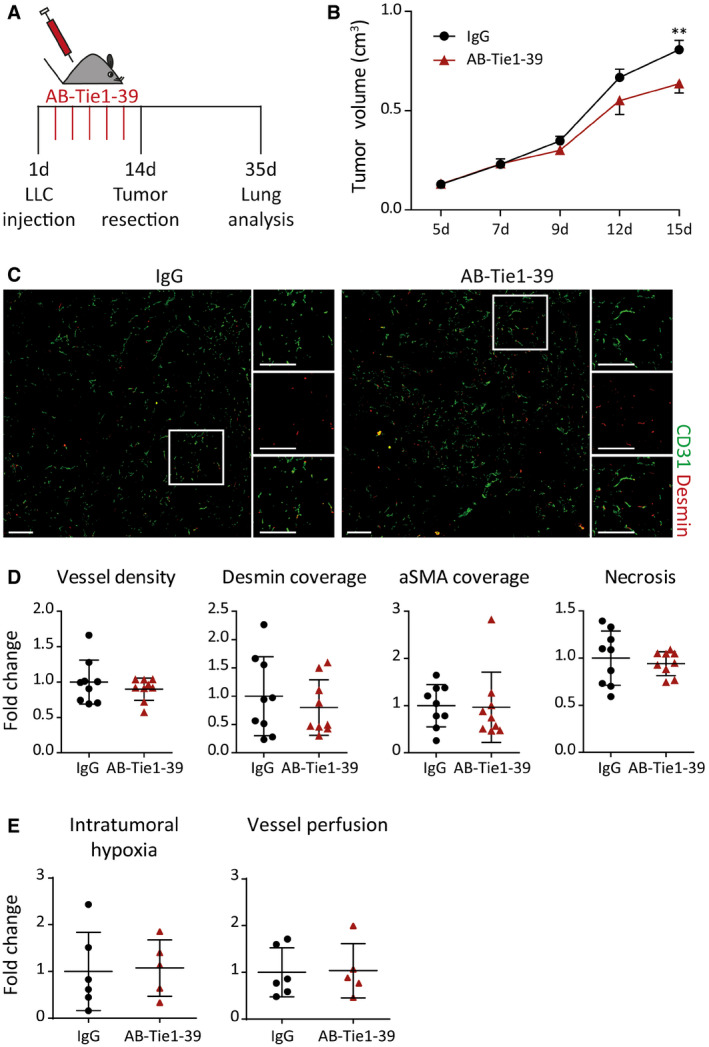
Neoadjuvant treatment with AB‐Tie1‐39 slows the growth of LLC tumors with no overt vascular defects AExperimental outline of spontaneous metastatic LLC cancer model treated with IgG or AB‐Tie1‐39 in a presurgical neoadjuvant setting.BTumor growth curves displaying delayed primary tumor growth when treated with AB‐Tie1‐39 antibody as compared to IgG treatment (mean ± SEM, *n* = 9 mice). **P < 0.01 (two‐way ANOVA test).CRepresentative immunofluorescence images of tumor sections stained with CD31 (EC‐specific marker) and Desmin (mural cell‐specific marker). Scale bars = 200 μm.DDot plots showing quantitation of intratumoral vessel density, mural cell coverage using Desmin and aSMA co‐staining, and tumor necrosis (mean ± SD, *n* = 9 mice).EDot plots showing quantitation of intratumoral hypoxia and vessel perfusion analysis (mean ± SD, *n*_IgG_ = 6, *n*_AB‐Tie1‐39_ = 5 mice).Data information: (D, E) All comparisons were rendered non‐significant according to two‐tailed Mann–Whitney *U‐*test.

### AB‐Tie1‐39 treatment restricts distant metastatic growth

Following neoadjuvant administration of AB‐Tie1‐39 or control IgG, primary tumors were resected to make metastasis rate‐limiting for tumor progression. Ectopically luciferase‐expressing 4T1 mouse mammary tumor cells enabled the non‐invasive monitoring of metastatic progression by whole‐body bioluminescence imaging (BLI). Mice treated with AB‐Tie1‐39 showed a profound reduction in distant metastases with a majority of mice displaying no detectable bioluminescence signal (Fig 2A and B). Subsequently, individual metastatic organs were subjected to *ex vivo* BLI. In full concordance with whole‐body BLI, AB‐Tie1‐39‐administered mice had a dramatic reduction in tumor cell colonization in both lung and lymph nodes (Figs 2B, and EV4A and B). To validate these findings in a second tumor model, we employed the LLC model. Neoadjuvant application of AB‐Tie1‐39 in LLC tumor‐bearing mice led to a significant reduction in lung metastatic burden (Fig EV4C and D). Taken together, AB‐Tie1‐39 effectively inhibited metastatic progression when administered in a neoadjuvant therapeutic regimen.

**Figure 2:**
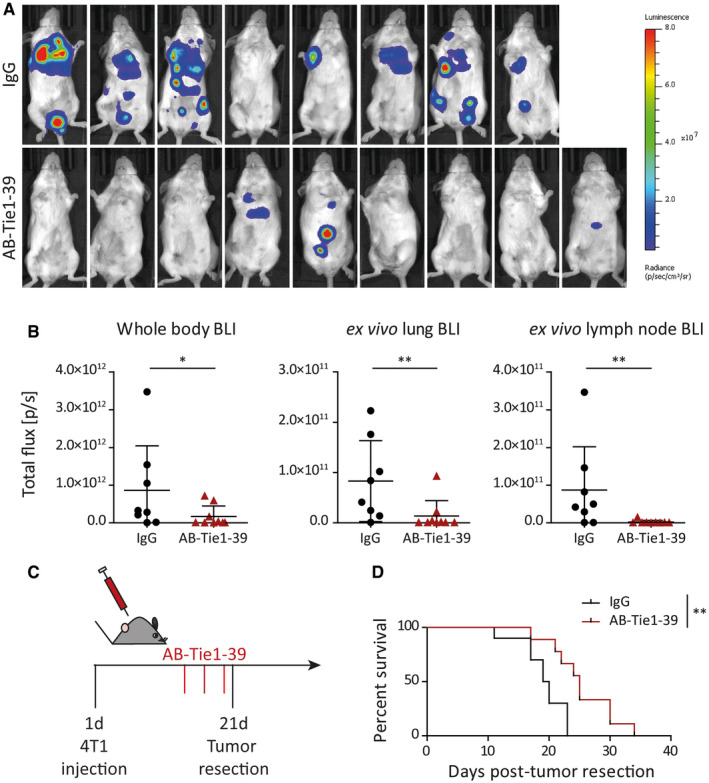
Treatment with AB‐Tie1‐39 inhibits metastasis in the 4T1 breast cancer model AFollowing a neoadjuvant treatment regimen with IgG or AB‐Tie1‐39, mice were monitored by whole‐body bioluminescence imaging. Shown are the images acquired 2 weeks after primary tumor resection.BDot plots quantifying total photon flux during *in vivo* whole body as well as *ex vivo* lung and lymph node bioluminescence imaging (mean ± SD, *n*_IgG_ = 8, *n*_AB‐Tie1‐39_ = 9 mice). *P < 0.05; **P < 0.01 (two‐tailed Mann–Whitney *U*‐test).CExperimental outline of spontaneous metastatic breast (4T1) cancer model treated with IgG or AB‐Tie1‐39 in a perioperative setting. Therapy was initiated once tumors had reached an average size of 150 mm^3^.DKaplan*–*Meier graph comparing percent survival between mice treated with either IgG or AB‐Tie1‐39 (*n*_IgG_ = 10, *n*_AB‐Tie1‐39_ = 9 mice). **P < 0.01 (log‐rank (Mantel–Cox) test).

**Figure EV4:**
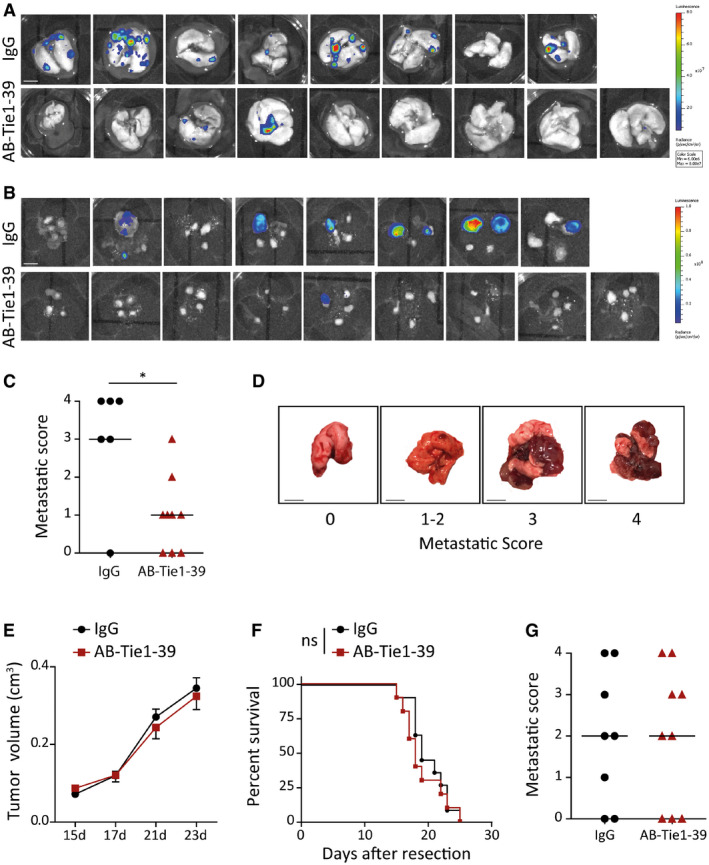
Neoadjuvant but not adjuvant treatment with AB‐Tie1‐39 inhibits metastasis A, BIn the 4T1 tumor model, mice were sacrificed 2 weeks after primary tumor resection and *ex vivo* bioluminescence imaging was performed on the isolated metastatic organs. Shown are the BLI images for lung (A) and lymph nodes (B). Scale bars = 5 mm.CIn the LLC metastasis model, mice were sacrificed following a neoadjuvant treatment regimen with IgG or AB‐Tie1‐39 3 weeks after primary tumor resection. The lungs were analyzed and scored for metastatic burden as shown in the dot plot (mean ± SD, *n*_IgG_ = 6, *n*_AB‐Tie1‐39_ = 9 mice). *P < 0.05 (two‐tailed Mann–Whitney *U*‐test).DRepresentative lung images associated with the different metastatic scores. Scale bars = 5 mm.EGrowth curve illustrating progression of 4T1 tumors when treated with IgG or AB‐Tie1‐39 in a perioperative therapeutic regimen (mean ± SEM, *n*_IgG_ = 11, *n*_AB‐Tie1‐39_ = 10 mice). The comparison was rendered non‐significant according to *two‐way* ANOVA *test*.FKaplan*–*Meier plot showing percent survival of mice after primary tumor resection and postsurgical adjuvant treatment with IgG or AB‐Tie1‐39 in the 4T1 model (*n*_IgG_ = 11, *n*_AB‐Tie1‐39_ = 10 mice). The comparison was rendered non‐significant (ns) according to *log‐rank* (Mantel–Cox) test.GDot plot representing the lung metastatic score for mice treated with either IgG or AB‐Tie1‐39 (*n*_IgG_ = 8, *n*_AB‐Tie1‐39_ = 9 mice). The comparison was rendered non‐significant according to two‐tailed Mann–Whitney *U*‐test.Data information: (C, F–G) Mice with primary tumor regrowth after tumor resection were excluded from the analysis.

In order to test the anti‐metastatic efficacy of AB‐Tie1‐39 in a clinically more realistic setting, a perioperative therapeutic strategy was employed. Here, AB‐Tie1‐39 treatment was initiated at an advanced stage of primary tumor growth, when tumors had reached an average tumor volume of around 150 mm^3^, and therapy was terminated after primary tumor resection (Fig 2C). Unlike neoadjuvant treatment, perioperative administration of AB‐Tie1‐39 in 4T1 tumor‐bearing mice did not limit primary tumor growth compared with IgG‐treated mice (Fig EV4E). Nevertheless, late AB‐Tie1‐39 intervention still resulted in a significant survival advantage over IgG‐treated animals (Fig 2D). These data indicate that the reduction in metastasis observed upon neoadjuvant AB‐Tie1‐39 therapy was not a mere consequence of primary tumor growth reduction and suggest that AB‐Tie1‐39 treatment affected later steps of the metastatic cascade such as tumor cell seeding and/or colonization.

We next analyzed whether AB‐Tie1‐39 treatment affected metastatic colonization by only administering AB‐Tie1‐39 or IgG after primary tumor (4T1 or LLC) resection, thereby mimicking an adjuvant therapeutic regimen. Postsurgical treatment with AB‐Tie1‐39 yielded no survival advantage in the 4T1 model (Fig EV4F) and very similar metastatic burden to IgG‐treated mice in the LLC model (Fig EV4G). The lack of efficacy of adjuvant AB‐Tie1‐39 administration negated a major role of Tie1 during colonization of tumor cells.

To assess the effect of AB‐Tie1‐39 treatment on seeding and extravasation of circulating tumor cells at a distant metastatic site, wild‐type mice were preconditioned with either AB‐Tie1‐39 or IgG for 1 week. Thereafter, melanoma (B16F10) cells were intravenously injected to mimic metastatic progression independent of the primary tumor (Fig 3A). Mice were sacrificed after 2 weeks, and the number of lung metastatic foci was counted under a dissection microscope (Fig 3B). Mice pretreated with AB‐Tie1‐39 exhibited a strong reduction in lung metastases, thereby validating a contribution of Tie1 toward tumor cell seeding or extravasation at the metastatic site. To recapitulate the experimental metastasis assay in a more reductionist *in vitro* setting, human umbilical vein ECs (HUVECs) were seeded on gelatin‐coated Transwell inserts. Upon forming a monolayer, HUVECs were treated with either AB‐Tie1‐39 or IgG. Thereafter, RFP‐labeled LLC cells were allowed to transmigrate through the EC monolayer. Quantitation of transmigrated tumor cells demonstrated a robust decline when HUVECs were pretreated with AB‐Tie1‐39 as compared to IgG (Fig 3C). Collectively, the *in vivo* and the *in vitro* data suggest that Tie1 inhibition by AB‐Tie1‐39 blocked extravasation of disseminated tumor cells into a secondary organ.

**Figure 3:**
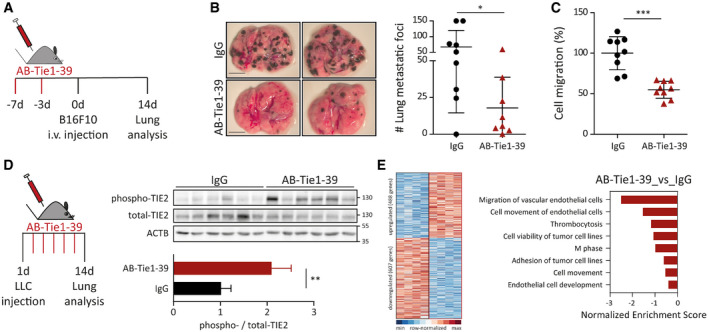
AB‐Tie1‐39 treatment stabilizes lung vessels to restrict extravasation of disseminated tumor cells AMice were pretreated with IgG or AB‐Tie1‐39. Thereafter, B16F10 cells were intravenously injected to initiate experimental metastasis independent of the primary tumor.BRepresentative images of the whole lungs are shown on the left. Scale bars = 5 mm. Quantitation of the number of lung metastatic foci is plotted on the right (mean ± SD, *n*_IgG_ = 9, *n*_AB‐Tie1‐39_ = 8 mice). *P < 0.05 (two‐tailed Mann–Whitney *U*‐test).CECs were seeded on gelatin‐coated Transwell inserts. RFP‐labeled LLC cells were allowed to transmigrate for 8 h through the endothelial layer. Thereafter, transmigrated tumor cells were counted. The dot plot presents the normalized data (mean ± SD, *n* = 9 inserts from three independent experiments). ***P < 0.001 (two‐tailed Mann–Whitney *U*‐test).DLLC tumor‐bearing mice were pretreated with IgG or AB‐Tie1‐39. On day 14, lung tissue lysates were immunoblotted with anti‐phospho‐TIE2, total‐TIE2, and ACTB (upper panel; *n* = 6 mice). Densitometric quantitation of the blots presented in the upper panel is shown (mean ± SD, *n* = 6 mice). **P < 0.01 (two‐tailed Mann–Whitney *U*‐test).ELLC tumor‐bearing mice were pretreated with IgG or AB‐Tie1‐39. On day 14, lung ECs were FACS‐sorted and used for global gene expression (*n* = 4 mice). On the left, a heatmap shows significantly regulated genes (red outline = AB‐Tie1‐39‐treated; black outline = IgG‐treated). On the right, top significantly regulated bio‐functions in AB‐Tie1‐39‐treated as compared to IgG‐treated mice in ingenuity pathway analysis. Source data are available online for this figure.

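Lung endothelial cells of 8 mice bearing LLC tumors (Lewis lung carcinoma, a mouse lung cancer line) were sorted on day 14 as positive for CD31 and negative for CD45, LYVE1, PDPN and TER119, 4 from IgG-treated and 4 from AB-Tie1-39-treated mice, and their RNA was hybridized to 1 Clariom S mouse array each, a 1-colour array that reports 1 brightness per transcript cluster. The antibody was given at 40 mg/kg 2 times per week according to the paper. The sample labels give the mice's age as 8 weeks. In the labels the antibody field of 3 of the AB-Tie1-39 samples names other targets, while the titles of all 4 and the paper name Tie1, so all 4 were taken as AB-Tie1-39. The authors deposited linear intensities that they had already normalized between the arrays, and the paper's text does not name the method. Median intensity over probe sets lay between 184 and 189.6 on the 8 arrays. The intensities were put on the log2 scale without further normalization. Of 29129 probe sets on the array, 6923 are array controls and 22204 of the others held values that could be tested. A single gene symbol was known for 19572 of these, covering 19505 genes measured on every array, and the remaining 2632 are unnamed here. Each probe set was compared between the 2 treatments with limma, which fits a linear model per probe set and moderates its spread across probe sets, and p-values were adjusted by the method of Benjamini and Hochberg. The spike-in controls added at hybridization split the arrays evenly across treatments. They measured 10.26 to 10.37 (log2 intensity) on arrays IgG 1, IgG 2, AB-Tie1-39 3 and AB-Tie1-39 4, and 10.64 to 10.93 on the other 4. On simulated arrays with the same mean levels and limma's moderated spread, limma recovered 99.0% of 100 genes changed 2-fold and 81.0% of 100 genes changed 1.5-fold at an adjusted p under 0.05. The simulated values vary independently between genes and lack variation that real arrays share across genes. Recovery on the real arrays may therefore be lower. The number of arrays limits the precision of every value.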

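Ccl21a, a chemokine made by lymphatic endothelial cells, had a log2 intensity of 9.80 ± 0.09 (SD, n = 4) in AB-Tie1-39-treated and 10.39 ± 0.13 (SD, n = 4) in IgG-treated mice. Mmrn1, a matrix protein of lymphatic endothelium and platelets, was at 8.64 ± 0.12 against 9.47 ± 0.29, which is 1.77-fold lower. Adm, encoding the vasoactive peptide adrenomedullin, had a log2 difference of -0.56 (standard error 0.12), and Tiparp, a target of the aryl hydrocarbon receptor, one of -0.50 (standard error 0.08). Among genes higher in AB-Tie1-39-treated mice, Stx18, a syntaxin of the endoplasmic reticulum, had a log2 difference of 0.52 (standard error 0.09) and Cry2, a circadian clock repressor, one of 0.42 (standard error 0.08). The 12 higher genes ran from a log2 difference of 0.27 for Dtx1 to 0.53 for Mtmr6, and the 12 lower ones from -0.35 for Chst15 to that of Mmrn1. None of these genes passed correction for multiple testing. The smallest adjusted p of all 22204 probe sets was 0.344 with limma, for Ccl21a and 1 unnamed probe set. At an unadjusted p under 0.05, 482 probe sets were higher and 700 were lower, against 1110 in all by chance alone, and 9 and 33 of them also differed by at least 1.5-fold (20 and 54 without array IgG 4, and 17 and 14 higher without AB-Tie1-39 1 and 3). The exact Mann-Whitney test gave 307 higher and 396 lower at an unadjusted p under 0.05. The 12 genes taken in each direction were those with the smallest p whose 4 and 4 values did not overlap and whose level reached the median. Of all probe sets 703 had no overlap, where chance gives 634. Ccl21b and Ccl21c, near-identical relatives of Ccl21a, have identical values on this array and cannot be separated. Without array IgG 4, 18 probe sets passed an adjusted p under 0.05 with limma, all of them lower, and 6 of these with the hybridization controls as a block. For the platelet gene Ppbp, 1 of the 18, IgG 4 was at 9.27 against 10.5 to 10.8 on the other IgG arrays, so leaving it out raises the IgG mean.

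**Figure D1:**
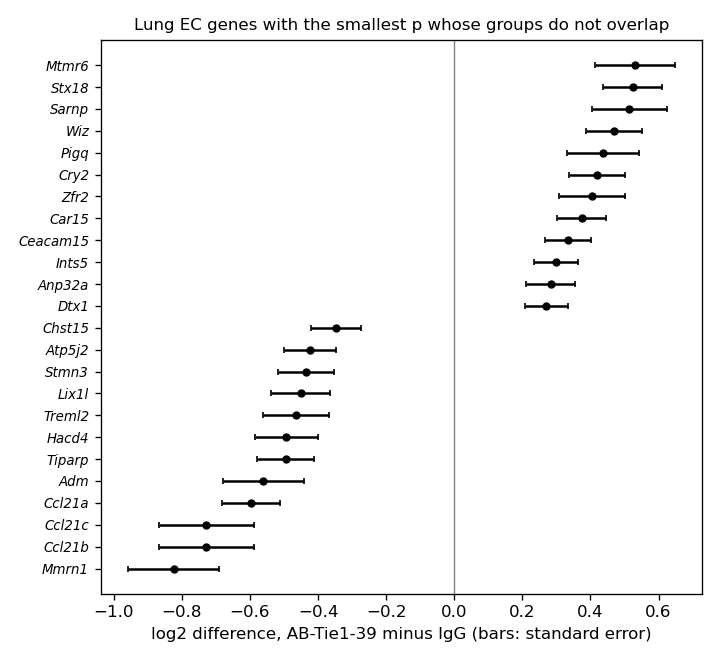
Log2 difference (AB-Tie1-39 minus IgG, horizontal axis, no unit) of the 12 genes taken in each direction, with bars of 1 standard error, 4 arrays per treatment. Mmrn1 has the largest size among these genes, and no gene passed an adjusted p under 0.05.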

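Most platelet genes had lower means in sorted lung EC of AB-Tie1-39-treated mice, a shift of the list that limma's camera called at a preset correlation between genes (adjusted p = 2.77e-11) and not with an estimated one (adjusted p = 0.183). Of 17 measured genes of a platelet and megakaryocyte list, drawn up for the thrombocytosis term, 15 had lower means, and their average was 8.01 ± 0.08 (log2 intensity, SD, n = 4) against 8.39 ± 0.24 (SD, n = 4), a difference of -0.38. Ppbp, the platelet basic protein, had a log2 difference of -0.95 (standard error 0.29), Plek, the platelet signalling protein pleckstrin, one of -0.75 (standard error 0.18), and Alox12, platelet 12-lipoxygenase, one of -0.71 (standard error 0.19). No member passed over all genes, while 11 were lower and none was higher when adjusted over the list alone. The exact permutation test of the arrays' list means gave p = 0.0571, or 0.292 adjusted over the lists, and fry an adjusted p of 0.12. Array IgG 4, at 8.06, lay among the AB-Tie1-39 values. Within the arrays with low hybridization controls the difference was -0.49 and within the others -0.27, and with these controls as a block camera gave an adjusted p of 3.15e-10. No shift of M phase genes as a group was detected. They averaged 7.17 in IgG-treated and 7.15 in AB-Tie1-39-treated mice (log2 intensity), below the median of all probe sets of 7.54, where a change may be missed. Of 49 measured members, 19 had higher and 30 lower means, 1 was higher and 3 lower at an unadjusted p under 0.05, none passed either adjustment, and camera gave an adjusted p of 0.949, with a direction that turned from lower to higher without IgG 3, IgG 4 or AB-Tie1-39 2. Mad2l1, of the spindle checkpoint, had a log2 difference of 0.16 (standard error 0.08), Ube2c, a mitotic ubiquitin-conjugating enzyme, one of 0.10 (standard error 0.08) and Spc25, of the kinetochore, one of -0.15 (standard error 0.12). These genes were named from members at or above the median level, and none of them passed an unadjusted p under 0.05. The Ingenuity gene sets were not used here. Among 896 Reactome gene sets none passed an adjusted p under 0.05 with camera, and the smallest adjusted p was 0.919. Markers of alveolar type 2 cells, a lung epithelial type outside the sort, averaged 0.29 higher on the log2 scale in AB-Tie1-39-treated mice (adjusted p = 0.000365 with camera, 0.364 with an estimated correlation). The difference was 0.52 within the low hybridization controls and 0.058 within the high ones, where the call was lost (adjusted p = 0.728). The high ones include IgG 4, at 8.57 (log2 intensity) in this list against 8.07 to 8.23 on the other IgG arrays.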

### AB‐Tie1‐39 administration promotes vascular quiescence without altering the immune landscape in the metastasized lung

Genetic deletion of Tie1 induced vessel stabilization by inducing Tie2 phosphorylation (La Porta *et al*, 2018). Fully in line with genetic experiments, we found enhanced levels of Tie2 phosphorylation in lung lysates of AB‐Tie1‐39‐treated as compared to IgG‐treated mice (Fig 3D). 

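In sorted lung EC, genes of endothelial migration, endothelial development and tumor cell adhesion showed no detectable shift as groups between AB-Tie1-39-treated and IgG-treated mice, while single members had lower or higher means. Pgf, placental growth factor, was at 7.87 ± 0.11 (log2 intensity, SD, n = 4) in AB-Tie1-39-treated and 8.42 ± 0.29 (SD, n = 4) in IgG-treated mice, which is 1.46-fold lower. Itgb3, an integrin chain of endothelium and platelets, had a log2 difference of -0.42 (standard error 0.16), and Ephb4, a receptor of venous endothelium, one of 0.25 (standard error 0.10). Of 52 measured genes that promote EC migration, 26 had lower and 26 higher means, 5 were lower and 2 higher at an unadjusted p under 0.05, none passed over all genes, and 2 were lower when adjusted over the list alone. The list averaged -0.034 on the log2 scale (adjusted p = 0.644 with camera), and -0.058 (adjusted p = 0.0984) without array IgG 4, which lay far from the other IgG arrays in this list. Of 29 genes that restrain migration, 1 was higher at an unadjusted p under 0.05, Acvrl1, a BMP9 receptor, with a log2 difference of 0.23 (standard error 0.09). None of them passed either adjustment, and the list had an adjusted p of 0.949. Of 48 genes of EC development, 3 were lower and 2 higher at an unadjusted p under 0.05, none passed over all genes, and 1 was lower when adjusted over the list alone (adjusted p of the list = 0.949 with camera). Nr2f2, a regulator of venous and lymphatic identity, had a log2 difference of -0.31 (standard error 0.08) and Prox1, the regulator of lymphatic identity, one of -0.40 (standard error 0.14). Of 47 genes of tumor cell adhesion, 5 were lower and 2 higher at an unadjusted p under 0.05 and none passed either adjustment (adjusted p of the list = 0.949 with camera). Pvr, the poliovirus receptor, had a log2 difference of 0.28 (standard error 0.10) and Itgb4, an integrin chain, one of -0.19 (standard error 0.08). Itgb3, given above at -0.42, also belongs to this list. The development and adhesion lists have means just below 0 and medians and camera directions above it, and the camera direction of both turned to lower without IgG 4 (means of -0.029 and -0.039, adjusted p = 0.40 and 0.375), AB-Tie1-39 2 or AB-Tie1-39 3. Of 14 genes of endothelial quiescence and shear response, 10 had lower and 4 higher means, and none passed an unadjusted p under 0.05 (adjusted p of the list = 0.587). The targeted receptor Tie1 was at 11.00 ± 0.11 (SD, n = 4) in AB-Tie1-39-treated and 11.06 ± 0.20 (SD, n = 4) in IgG-treated mice, and Tek, which encodes Tie2, at 11.34 ± 0.04 (SD, n = 4) and 11.32 ± 0.07 (SD, n = 4), with adjusted p = 0.987 and 0.996 from limma. From gene sets lowered in its Ingenuity analysis, the paper reasons that EC quiescence was increased. It also draws on raised Tie2 phosphorylation in lung lysates and on unchanged number and proliferation of lung EC. The RNA levels given here do not measure phosphorylation. The lists are not the Ingenuity sets, and camera's shift of a list is not the measure of the Ingenuity analysis.

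**Figure D2:**
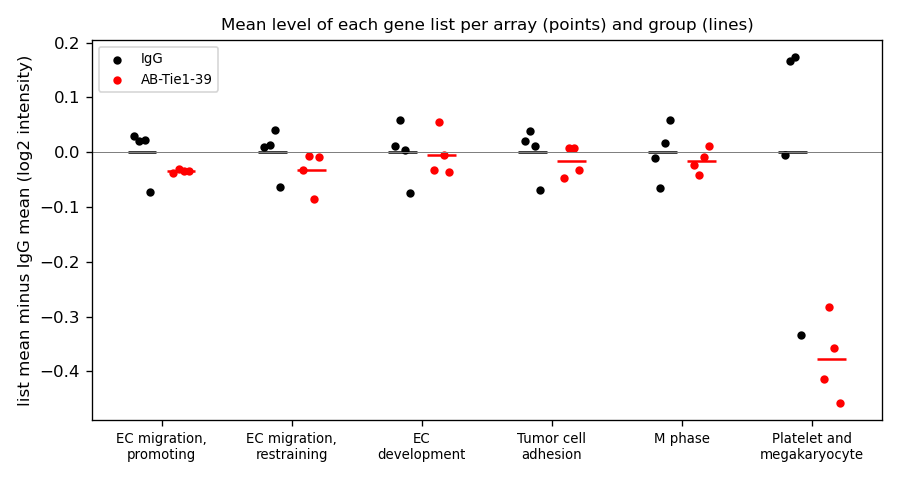
Mean log2 intensity of each gene list on each array, less the mean of the 4 IgG arrays (vertical axis), for IgG (black) and AB-Tie1-39 (red), with points for arrays and lines for group means. The platelet and megakaryocyte list has a group difference of -0.38, and the EC migration-promoting list one of -0.034.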

Concurrently, global gene expression analysis of lung EC revealed a strong downregulation of gene sets corresponding to EC migration, cell development, and tumor cell adhesion in AB‐Tie1‐39‐treated mice, indicating increased EC quiescence (Fig 3E). Notably, there were no changes in either total count or proliferation of lung EC upon AB‐Tie1‐39 treatment (Fig EV5A and B), suggesting that AB‐Tie1‐39 did not affect angiogenesis of lung EC, but promoted vascular quiescence by potentiating constitutive Tie2 signaling.

**Figure EV5:**
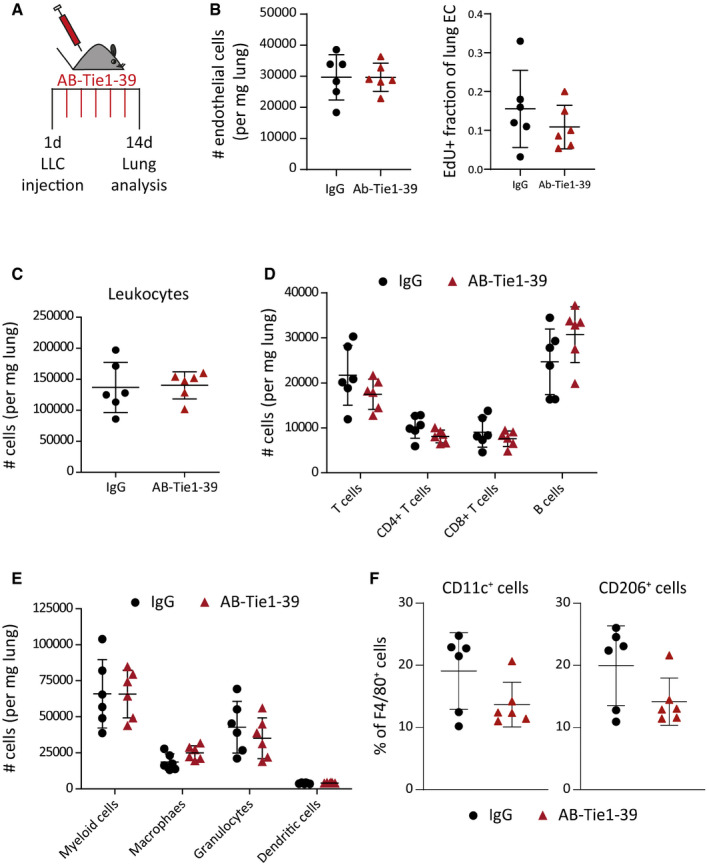
Neoadjuvant treatment with AB‐Tie1‐39 did not alter the immune landscape in the lungs AMice bearing LLC primary tumors were treated with IgG or AB‐Tie1‐39 in a neoadjuvant manner. Detailed FACS‐based analyses were performed on the lung tissues.BDot plot indicating total number and proliferating fraction of lung EC (mean ± SD, *n* = 6 mice).CDot plot indicating the number of leukocytes (mean ± SD, *n* = 6 mice).DThe graph shows the number of different lymphoid cell populations (mean ± SD, *n* = 6 mice).EThe graph represents the number of different myeloid cell populations (mean ± SD, n = 6 mice).FThe graphs illustrate percentages of M1 (CD11c^+^) and M2 (CD206^+^) macrophages (mean ± SD, *n* = 6 mice).Data information: (B–F) All comparisons were rendered non‐significant according to two‐tailed Mann–Whitney *U*‐test.

Immune cells represent an integral part of the metastatic microenvironment (Lim *et al*, 2018). In this context, shedding of the Tie1 ectodomain was previously reported to promote vascular remodeling and leakage during an acute inflammation (Kim *et al*, 2016; Korhonen *et al*, 2016). This prompted us to investigate whether AB‐Tie1‐39 would affect the immune milieu at the metastatic site. To this end, LLC tumor‐bearing mice were treated with either AB‐Tie1‐39 or IgG. Thereafter, FACS‐based immune phenotyping of the lung tissue was performed (Fig EV5A). There were no evident differences in the total number of leukocytes per mg of lung tissue (Fig EV5C). Likewise, no changes in the lymphoid nor in the analyzed myeloid cell populations were observed upon treatment with AB‐Tie1‐39 (Fig EV5D–F). Thus, despite a strong reduction in tumor cell extravasation, AB‐Tie1‐39 treatment did not alter the immune milieu within the metastatic niche.

In summary, employing different spontaneous preclinical metastasis models, the present study established and validated the Tie1 function‐blocking antibody AB‐Tie1‐39 as a versatile tool for future Tie1 research and as a promising target for anti‐metastatic therapy. AB‐Tie1‐39 perfectly recapitulated previously reported findings in genetic models that Tie1 can contextually act positively as well as negatively on Tie2 (Savant *et al*, 2015) (i.e., the AB was screened in cell culture for phospho‐Tie2 inhibition, but acted *in vivo* on the resting lung vasculature in primary tumor‐bearing mice in a phospho‐Tie2‐enhancing manner). Furthermore, the findings of this study demonstrated that (i) AB‐Tie1‐39 marginally delayed primary tumor growth without affecting the intratumoral vasculature; (ii) presurgical neoadjuvant administration of AB‐Tie1‐39 suppressed distant organ metastasis; (iii) AB‐Tie1‐39 selectively impeded extravasation of circulating tumor cells in the metastatic niche with no obvious effects on the composition of infiltrating immune cells; and (iv) short‐term perioperative treatment with AB‐Tie1‐39, as a monotherapy, conferred a significant survival advantage. In conclusion, by assessing different temporal therapeutic windows for intervention, the present study established the novel Tie1‐binding antibody AB‐Tie1‐39 as a potent anti‐metastatic agent, which warrants further translational investigation of Tie1 as a therapeutic target.

## Materials and Methods

### Study approval

All animal experiments were approved by the institutional and governmental Animal Care and Use Committees (G171/15, G231/16, G254/18, and G9/19 from Regierungspräsidium Karlsruhe, Germany). All experiments were performed in accordance with the institutional guidance for the care and use of laboratory animals.

### Mice

C57BL/6N and CB17‐SCID mice were purchased from Charles River or Janvier Labs. Female mice (8–10 weeks of age) were used in this study unless otherwise indicated. All mice were housed on a 12‐h light/dark cycle with free access to food and drinking water in specific pathogen‐free animal facilities.

### Cells

Human umbilical vein ECs (PromoCell) were cultured in Endopan 3 media (PAN‐Biotech). VeraVec human aortic ECs (HUAECs, hVera105) were cultured in endothelial basal media (Lonza) supplemented with SingleQuots growth factors (Lonza, CC‐4147). LLC, 4T1‐Luc2, and B16F10 cells (ATCC) were maintained according to ATCC standard culture instructions. RFP‐labeled LLC (LLC‐RFP) cells were kindly provided by Prof. Andreas Fischer (DKFZ, Heidelberg, Germany). All cells were cultured at 37°C and 5% CO_2_ and routinely tested for mycoplasma by PCR.

### *In vitro* screening assay

Serum‐starved HUAECs were pretreated with Tie1‐binding antibodies (10 μg/ml) for 30 min. Thereafter, cells were stimulated with recombinant rhANG1 (R&D, 923‐AN) at 300 ng/ml for 15 min. Cell lysates were collected, and phospho(Ser473)‐AKT and total‐AKT levels were analyzed using the MSD Cell Lysate Analysis Kit (K15100D). For phospho‐Tie2 analysis, serum‐starved HUVECs were pretreated with Tie1‐binding antibodies (10 μg/ml) for 1 h. Thereafter, cells were stimulated with recombinant rhANG1 (R&D, 923‐AN) at 400 ng/ml for 15 min. HUVEC lysates were analyzed using the human phospho‐Tie‐2 DuoSet IC ELISA Kit (DYC2720, RnD).

### Retinal angiogenesis assay

Newborn pups were administered with either AB‐Tie1‐39 or control IgG (40 mg/kg) intraperitoneally on postnatal days P2 and P4. On P6, eyeballs were fixed in methanol. Retinas were isolated and co‐stained with FITC‐conjugated isolectin B4 (IB‐4, Sigma, L9381) and cleaved caspase 3 (Cell Signaling, 9661). High‐resolution 3D images were acquired on a Zeiss LSM 710 confocal microscope. Quantitation of staining intensities was performed with Fiji Is Just ImageJ (FIJI) software. For analysis of the tip cells, the number of tip cells (identified by their filopodia) at the retinal front was manually counted and normalized to the radial length of the vascular front.

### Tumor experiments

Three different tumor models were employed in this study (LLC, 4T1 breast cancer, and B16F10 melanoma). Mice in all tumor experiments were regularly monitored for ethical experimental endpoints.

### LLC tumor model

Lewis lung carcinoma cells (1 × 10^6^ in PBS) were inoculated subcutaneously in C57BL/6N mice. Primary tumors were surgically resected at an average size of 300 mm^3^. Mice were administered with either AB‐Tie1‐39 or control IgG (40 mg/kg) twice a week. Therapy was initiated either 1 day after tumor cell implantation (neoadjuvant) or postprimary tumor resection (adjuvant). For quantitation of the metastatic score, randomized whole lung images were assigned a score by two independent researchers based on the reference images (Fig EV4D).

### 4T1 tumor model

4T1‐Luc2 cells (1 × 10^5^ in PBS) were inoculated orthotopically in the fourth mammary pad of CB17‐SCID mice. Primary tumors were surgically resected at an average size of 300 mm^3^. Mice were administered with either AB‐Tie1‐39 or control IgG (40 mg/Kg) twice a week. Therapy was initiated either 1 day after tumor cell implantation (neoadjuvant) or at an average tumor volume of 150 mm^3^ (perioperative). For postsurgical adjuvant therapy, treatment was initiated 1 day after primary tumor resection and continued until the end of the experiment.

### B16F10 experimental metastasis assay

C57BL/6N mice were pretreated with either AB‐Tie1‐39 or IgG (40 mg/Kg) twice for 1 week. Thereafter, B16F10 cells (1 × 10^5^ in PBS) were injected into the tail vein. Lungs were collected 2 weeks after tumor cell inoculation, and metastatic foci were counted under a stereo‐microscope.

### Bioluminescence imaging and analysis

Following primary tumor resection, mice inoculated with 4T1‐Luc2 cells were monitored weekly via *in vivo* bioluminescence imaging for metastatic growth. Briefly, mice were anesthetized with isoflurane and luciferase was recorded 10 min after injection of 2 mg luciferin with a Xenogen IVIS imaging system (Perkin Elmer). For photon flux analysis, the 4.4 live imaging software was used.

### Transmigration assay

HUVECs (1 × 10^5^) were plated in the top chamber of 6.5‐mm/8.0‐μm 0.2% gelatin‐coated Transwells (Corning) overnight. The endothelial monolayer was pretreated with either AB‐Tie1‐39 or IgG (10 μg/ml) for 24 h. Thereafter, LLC‐RFP cells (1 × 10^5^) were seeded in the top chamber in DMEM containing 10% FCS with DMEM containing 10% FCS also in the bottom chamber. Transwells were washed 8 h later and fixed with Roti Histofix (4% PFA) for 10 min. Transmigrated LLC‐RFP cells were counted under a fluorescence microscope.

### Immunofluorescence stainings and analyses

Primary tumors were embedded in Tissue‐Tek OCT compound and were cut into 5‐ to 7‐μm sections. Tissue sections were fixed in ice‐cold methanol and were blocked using 10% ready‐to‐use normal goat serum (Life Technologies, Thermo Fisher Scientific). The tissue sections were then incubated overnight at 4°C with primary antibodies [rat anti‐CD31 (BD Biosciences, catalog 550300, 1:100); rabbit anti‐Desmin (Abcam, catalog Ab15200‐1, 1:200); and mouse anti‐αSMA (Merck‐Sigma, catalog C6198, 1:200)]. Staining with the secondary antibodies [anti‐rat A488, anti‐rabbit A546, and anti‐rat A546 Abs (Life Technologies, Thermo Fisher Scientific, 1:500)] was performed next day for 1 h at room temperature. Cell nuclei were stained with Hoechst (Merck‐Sigma). Images of whole tumor cross‐sections were taken using a Zeiss Axio Scan slide scanner, and image analysis was performed using FIJI software.

### Intratumoral hypoxia and vessel perfusion analysis

Lewis lung carcinoma tumors were treated with AB‐Tie1‐39 or IgG. Hypoxyprobe (60 mg/kg) was injected intraperitoneally 1 h, and anti‐CD31‐PE (MEC13.3, 100 μl of 0.2 mg/ml) was injected intravenously 15 min prior to sacrificing mice. Primary tumors were embedded in Tissue‐Tek OCT compound and were cut into 5‐ to 7‐μm sections. Tissue sections were stained with Hypoxyprobe‐Green Kit and anti‐CD31 (AF3628, 1:100) antibody.

### FACS analysis of lung tissue

Lewis lung carcinoma tumor‐bearing mice were treated with either AB‐Tie1‐39 or control IgG. Mice with an average tumor size of 300 mm^3^ were euthanized, and lung tissue was collected. Tissue was dissociated into single‐cell suspension with Liberase digestion enzyme mix (Roche). Following erythrocyte lysis, the remaining single‐cell solution was divided for lymphoid [CD45 (30‐F11, 1:400), CD3ε (17A2, 1:150), CD4 (GK1.5, 1:400), CD8a (53–6.7, 1:400), CD45R‐B220 (RA3‐6B2, 1:200), and NK‐1.1 (PK136, 1:150)] and myeloid [CD45 (30‐F11, 1:400), CD11b (M1/70, 1:200), Ly‐6C (HK‐1.4, 1:400), Ly‐6G (1A8, 1:400), F4/80 (BM8, 1:100), MMR(C068C2, 1:200), and CD11c (N418, 1:400)] staining. Macrophage polarization analysis was performed as previously described (Kloepper *et al*, 2016). For EdU‐based proliferation analysis, EdU (50 μg/g body weight) was intraperitoneally injected in LLC tumor‐bearing mice. Mice were sacrificed 18 h later, and lungs were processed for FACS‐based EdU analysis. Briefly, lung single‐cell suspensions were stained with anti‐CD45 (30‐F11, 1:400) and anti‐CD31 (MEC 13.3, 1:200) antibodies and processed according to the manufacturer's instructions using Click‐iT EdU Pacific Blue Flow Cytometry Assay Kit (C10418, Thermo Fisher Scientific). Dead cells were excluded by FxCycle Violet staining. Stained cells were analyzed using a BD Bioscience Aria Cell Sorting Platform, and frequency of individual cell populations was quantified with FlowJo software.

### Microarray analysis

For gene expression analysis, microarrays were performed by the German Cancer Research Center Genomics Core Facility. Briefly, lung ECs (DAPI^−^ CD45^−^ LYVE1^−^ PDPN^−^ TER119^−^ CD31^+^) were isolated from LLC tumor‐bearing mice treated with either AB‐Tie1‐39 or control IgG. Thereafter, RNA was isolated with the Arcturus PicoPure RNA Isolation Kit (Life Technologies), and RNA quality and quantity were analyzed on an Agilent Bioanalyzer. Next, cDNA was hybridized on mouse Clariom S assay (Applied Biosystems) according to the manufacturer's protocol. Microarray data were normalized and analyzed with the Ingenuity Pathway Analysis software.

### Western blotting

Lewis lung carcinoma tumor‐bearing mice were treated with either AB‐Tie1‐39 or IgG, and on day 14, lung tissues were snap‐frozen for analysis. Subsequent to RIPA‐based lysis, 50 μg tissue lysates were loaded on SDS–PAGE. Transferred blots were probed with anti‐phospho‐TIE2 (Y992; AF2720, R&D Systems, 1:1,000), anti‐total‐TIE2 (AF762, R&D Systems, 1:1,000), and anti‐ACTB (sc‐1616, Santa Cruz Biotechnology, 1:1,000). Densitometric quantification of pTIE2 and tTIE2 was performed using FIJI software.

### Statistical analysis

Statistical analysis was performed using GraphPad Prism version 6 (GraphPad Software). Data are expressed as the mean ± SD or SEM (as indicated). Comparisons between two groups were made using either a two‐tailed Mann–Whitney *U*‐test, two‐way ANOVA, or log‐rank (Mantel–Cox) test. A *P* value of < 0.05 was considered statistically significant. Mice were randomized before initiating therapy. For survival experiments, mice were daily observed by the animal caretakers who had no information about the biological groups. No animal experiments were repeated, and for *in vitro* experiments, the number of replicates is mentioned in the corresponding figure legends.

## Author contributions

MS, NG, SLP, SC, and HGA conceived and designed the study. AF, DMB, JS, MK, MS, NG, SG, and SLP performed most of the experiments. BS and EB provided technical support. MS, NG, SLP, and HGA analyzed and interpreted the data. HGA supervised the project. MS, NG, and HGA wrote the manuscript. All authors discussed the results and commented on the manuscript.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

Expanded View Figures PDF

Review Process File

Source Data for Figure 3

## Data Availability

The microarray data generated in this study were deposited with the description to the Gene Expression Omnibus (GEO) repository and were made publically available under GEO accession no. GSE144851. (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE144851).

# Supplementary material for: Preclinical validation of a novel metastasis‐inhibiting Tie1 function‐blocking antibody
**Source:** EMBO Mol Med. 2020 Apr 17;12(6):e11164. doi: 10.15252/emmm.201911164
**Supplement:** Supplementary file 1 — Expanded View Figures PDF

Expanded View Figures

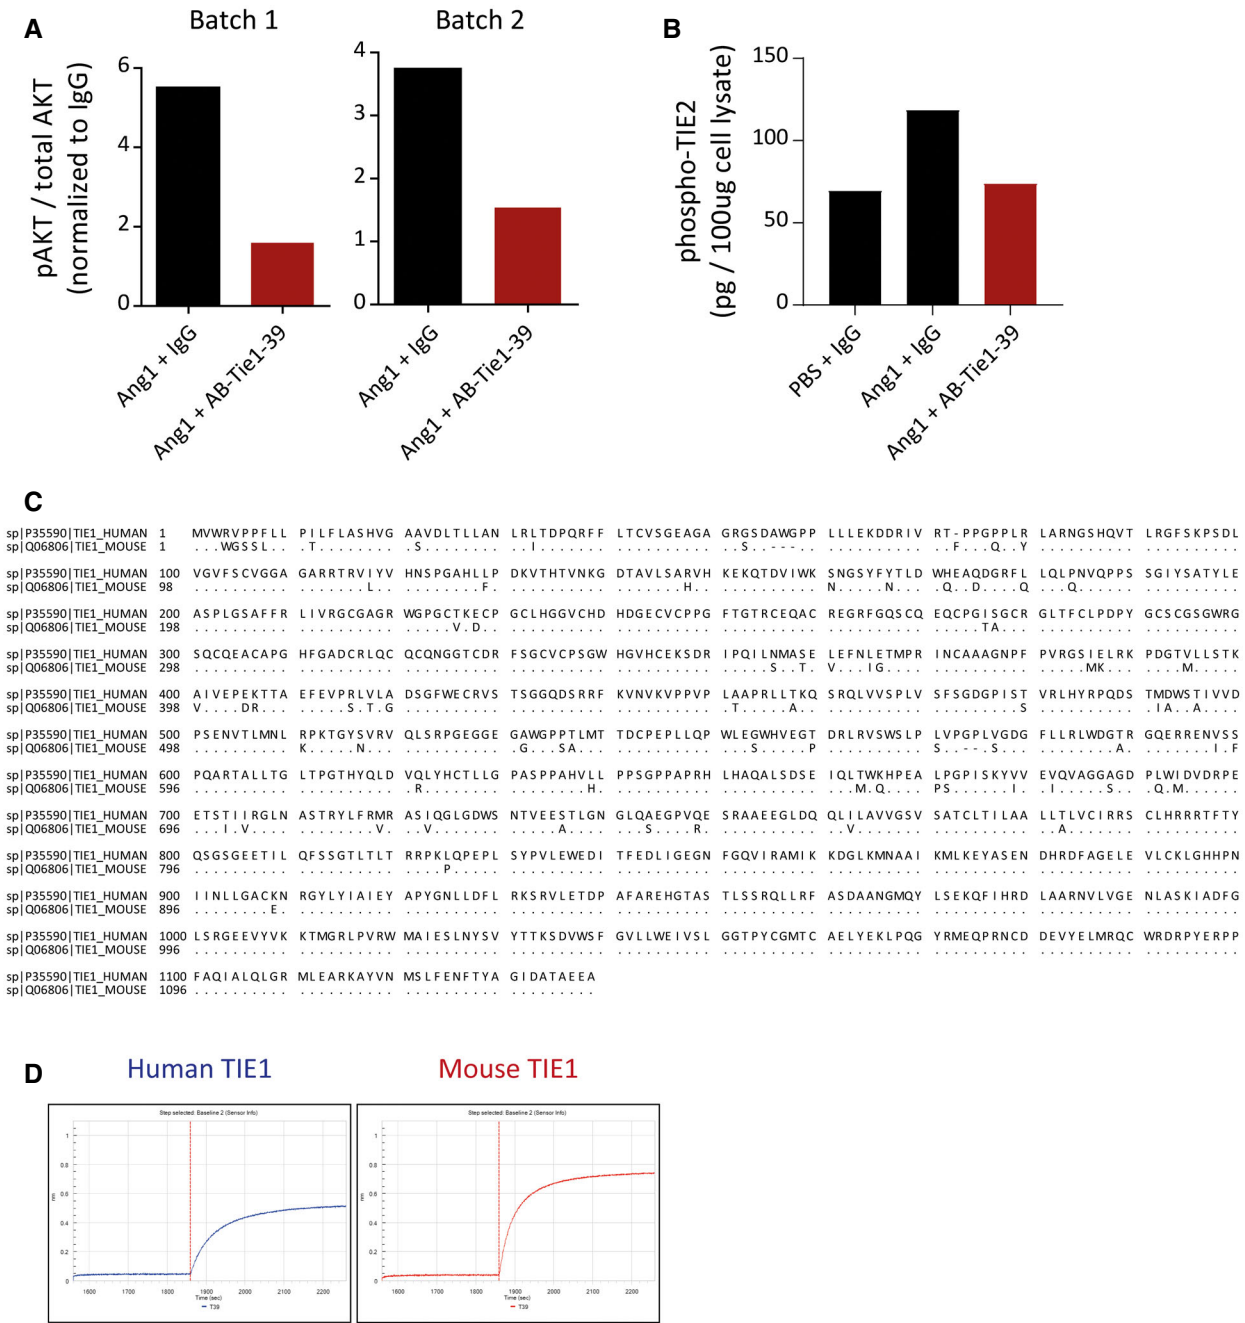

Figure EV1. Screening and characterization of Tie1-binding antibodies.

- A AB-Tie1-39 was produced in two independent batches that were independently evaluated for their efficacy to inhibit Tie2 activation ($n = 1$ experiment for two batches of antibody production).
- B ELISA-based quantitation of phospho-TIE2 amounts in HUVEC lysate stimulated with Ang1 and treated either with IgG or with AB-Tie1-39 (mean of three independent *in vitro* replicates is shown).
- C Sequence comparison between human and mouse Tie1 shows 92.62% homology. A dot in the TIE1_MOUSE sequence implies a conserved amino acid residue.
- D Biacore binding curves demonstrating the high-affinity binding of AB-Tie1-39 to both human and mouse Tie1.

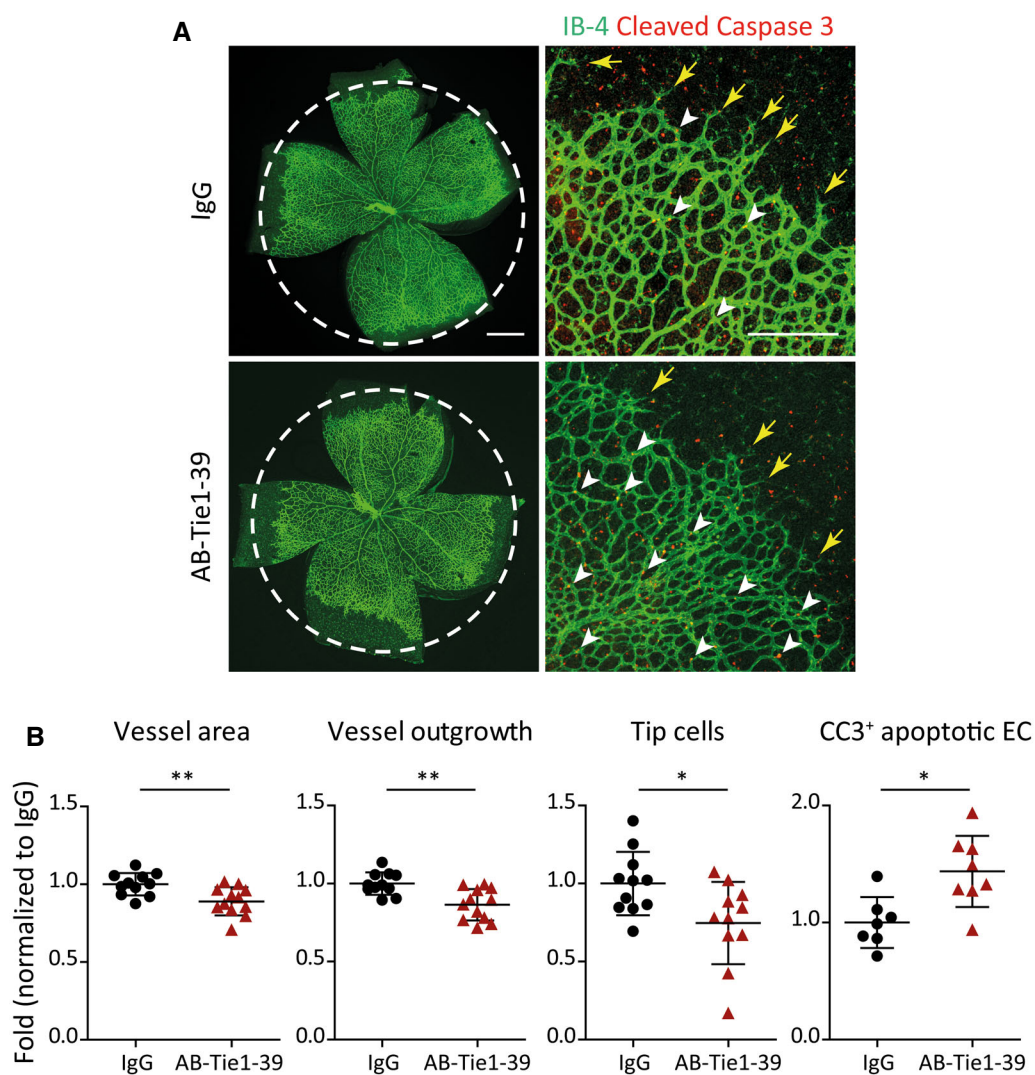

Figure EV2. Administration of AB-Tie1-39 suppresses retinal angiogenesis.

A Representative whole-mount images of retinas from mice treated with either IgG or AB-Tie1-39. Yellow arrows highlight angiogenic tip cells, and white arrowheads indicate cleaved caspase 3 (CC3)-positive EC (labeled in red). The scale bars represent 500 μ m (left panel) and 150 μ m (right panel).

B Dot plots show quantitation of vessel area (mean $\pm$ SD, $n_{\text{IgG}} = 11$, $n_{\text{AB-Tie1-39}} = 12$ retinas) and outgrowth (mean $\pm$ SD, $n_{\text{IgG}} = 11$, $n_{\text{AB-Tie1-39}} = 12$ retinas), the number of tip cells (mean $\pm$ SD, $n_{\text{IgG}} = 11$, $n_{\text{AB-Tie1-39}} = 11$ retinas), and CC3-positive apoptotic EC (mean $\pm$ SD, $n_{\text{IgG}} = 7$, $n_{\text{AB-Tie1-39}} = 8$ retinas). * $P < 0.05$; ** $P < 0.01$ (two-tailed Mann–Whitney U-test).

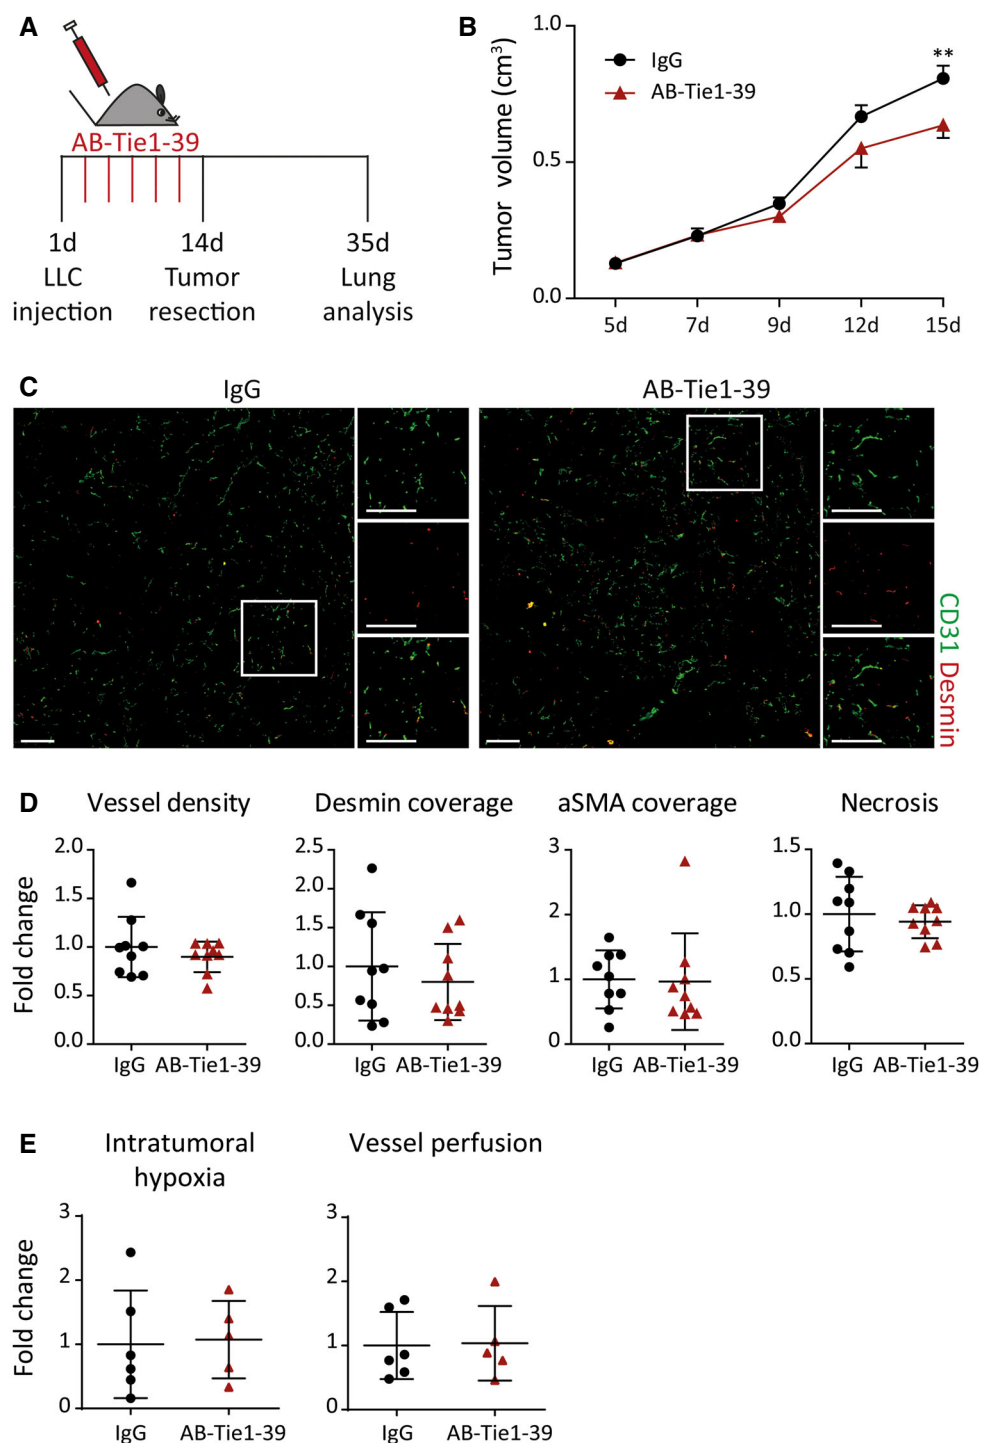

Figure EV3. Neoadjuvant treatment with AB-Tie1-39 slows the growth of LLC tumors with no overt vascular defects.

A Experimental outline of spontaneous metastatic LLC cancer model treated with IgG or AB-Tie1-39 in a presurgical neoadjuvant setting.

B Tumor growth curves displaying delayed primary tumor growth when treated with AB-Tie1-39 antibody as compared to IgG treatment (mean $\pm$ SEM, $n = 9$ mice). ** $P < 0.01$ (two-way ANOVA test).

C Representative immunofluorescence images of tumor sections stained with CD31 (EC-specific marker) and Desmin (mural cell-specific marker). Scale bars = 200 μ m.

D Dot plots showing quantitation of intratumoral vessel density, mural cell coverage using Desmin and aSMA co-staining, and tumor necrosis (mean $\pm$ SD, $n = 9$ mice).

E Dot plots showing quantitation of intratumoral hypoxia and vessel perfusion analysis (mean $\pm$ SD, $n_{\text{IgG}} = 6$, $n_{\text{AB-Tie1-39}} = 5$ mice).

Data information: (D, E) All comparisons were rendered non-significant according to two-tailed Mann-Whitney U -test.

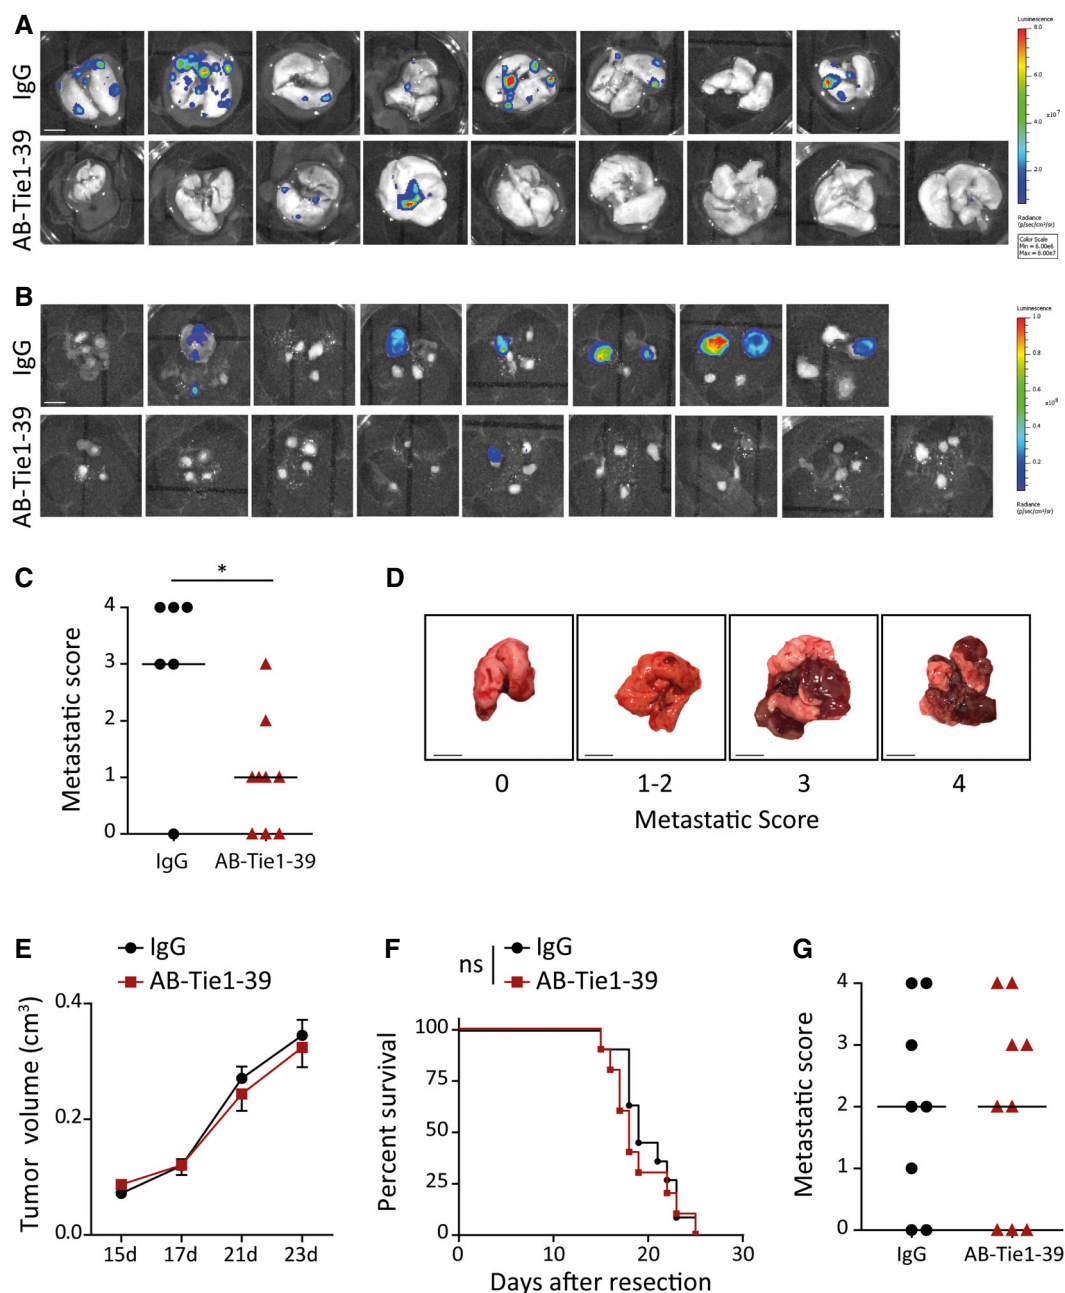

Figure EV4. Neoadjuvant but not adjuvant treatment with AB-Tie1-39 inhibits metastasis.

- A, B In the 4T1 tumor model, mice were sacrificed 2 weeks after primary tumor resection and *ex vivo* bioluminescence imaging was performed on the isolated metastatic organs. Shown are the BLI images for lung (A) and lymph nodes (B). Scale bars = 5 mm.
- C In the LLC metastasis model, mice were sacrificed following a neoadjuvant treatment regimen with IgG or AB-Tie1-39 3 weeks after primary tumor resection. The lungs were analyzed and scored for metastatic burden as shown in the dot plot (mean $\pm$ SD, $n_{\text{IgG}} = 6$, $n_{\text{AB-Tie1-39}} = 9$ mice). * $p < 0.05$ (two-tailed Mann-Whitney U-test).
- D Representative lung images associated with the different metastatic scores. Scale bars = 5 mm.
- E Growth curve illustrating progression of 4T1 tumors when treated with IgG or AB-Tie1-39 in a perioperative therapeutic regimen (mean $\pm$ SEM, $n_{\text{IgG}} = 11$, $n_{\text{AB-Tie1-39}} = 10$ mice). The comparison was rendered non-significant according to *two-way* ANOVA test.
- F Kaplan-Meier plot showing percent survival of mice after primary tumor resection and postsurgical adjuvant treatment with IgG or AB-Tie1-39 in the 4T1 model ($n_{\text{IgG}} = 11$, $n_{\text{AB-Tie1-39}} = 10$ mice). The comparison was rendered non-significant (ns) according to *log-rank* (Mantel-Cox) test.
- G Dot plot representing the lung metastatic score for mice treated with either IgG or AB-Tie1-39 ($n_{\text{IgG}} = 8$, $n_{\text{AB-Tie1-39}} = 9$ mice). The comparison was rendered non-significant according to two-tailed Mann-Whitney U-test.

Data information: (C, F–G) Mice with primary tumor regrowth after tumor resection were excluded from the analysis.

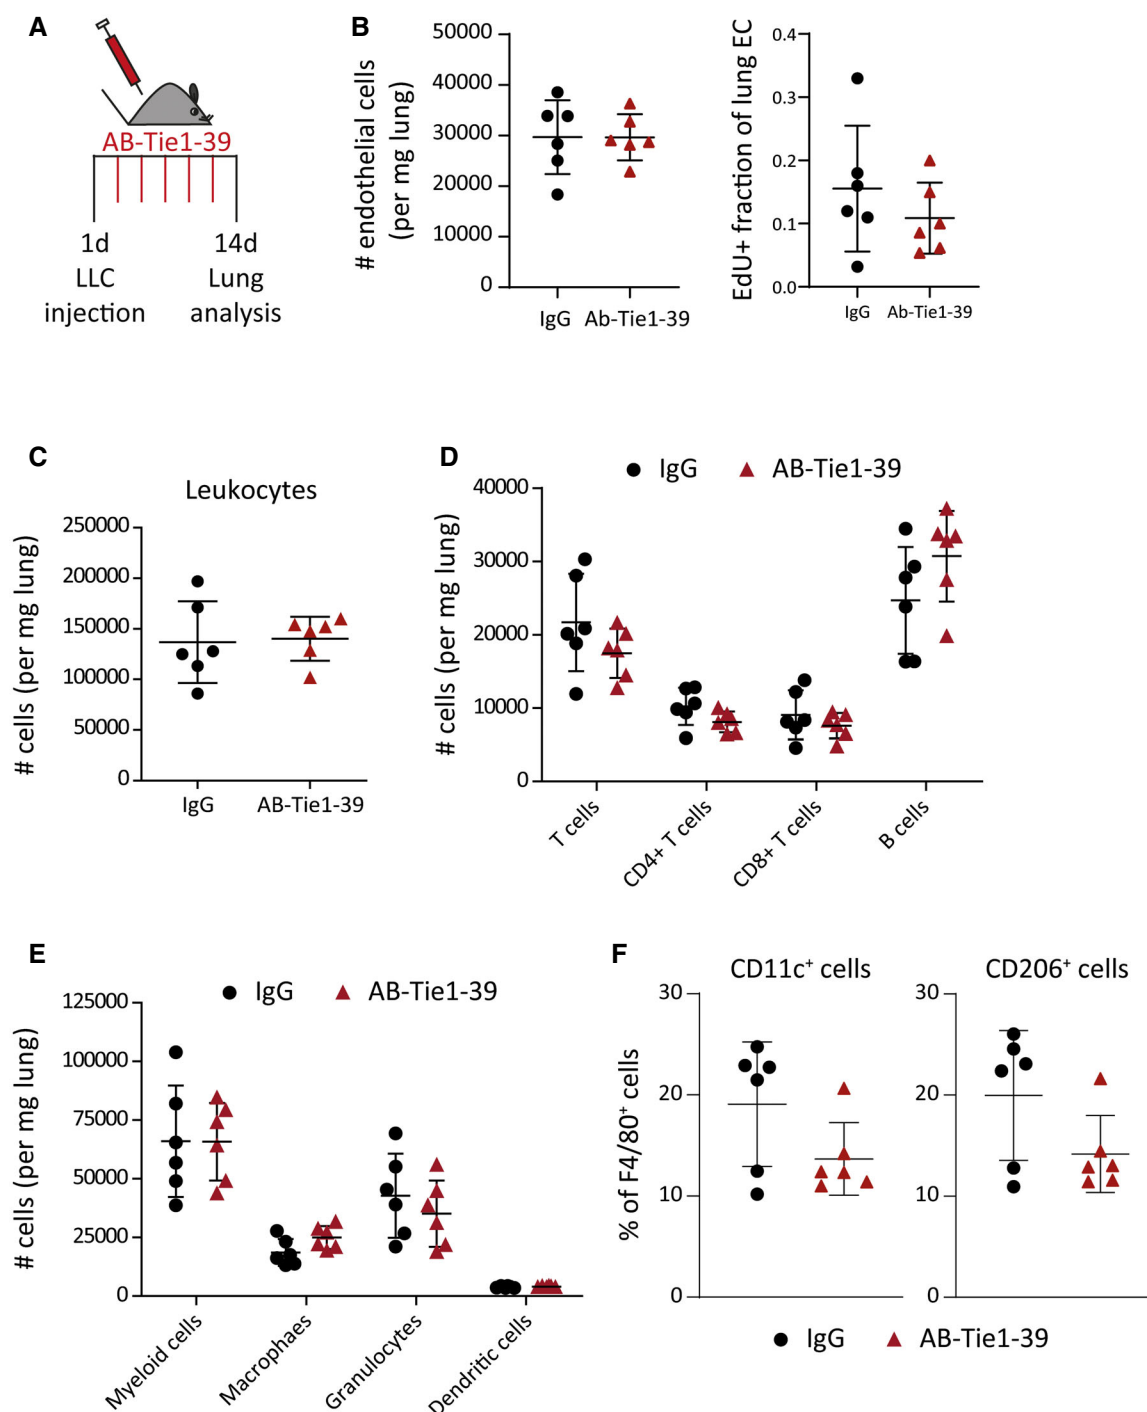

Figure EV5. Neoadjuvant treatment with AB-Tie1-39 did not alter the immune landscape in the lungs.

A Mice bearing LLC primary tumors were treated with IgG or AB-Tie1-39 in a neoadjuvant manner. Detailed FACS-based analyses were performed on the lung tissues.
 B Dot plot indicating total number and proliferating fraction of lung EC (mean $\pm$ SD, $n = 6$ mice).
 C Dot plot indicating the number of leukocytes (mean $\pm$ SD, $n = 6$ mice).
 D The graph shows the number of different lymphoid cell populations (mean $\pm$ SD, $n = 6$ mice).
 E The graph represents the number of different myeloid cell populations (mean $\pm$ SD, $n = 6$ mice).
 F The graphs illustrate percentages of M1 (CD11c⁺) and M2 (CD206⁺) macrophages (mean $\pm$ SD, $n = 6$ mice).

Data information: (B–F) All comparisons were rendered non-significant according to two-tailed Mann–Whitney *U*-test.

How the deposited data were processed for this re-analysis (not part of the article)

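RNA of lung endothelial cells sorted from 8 LLC tumor-bearing mice, 4 given IgG and 4 given AB-Tie1-39, was measured on Clariom S mouse arrays. The authors deposited linear intensities, 1 per probe set and array, already normalized between arrays. The paper states only that the data were normalized and analyzed with the Ingenuity Pathway Analysis software; its statistics section gives a P value under 0.05 as significant and the two-tailed Mann-Whitney test among its tests of 2 groups, without saying which was used for the arrays, and the normalization method is not given in the sources used here. Samples were grouped by their titles and the paper. 0 columns of other samples were found in the table.

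Log2 of the deposited intensities was fitted per probe set with limma (version 3.58.1, in R 4.3.3), with the contrast AB-Tie1-39 minus IgG, eBayes without trend and Benjamini-Hochberg adjustment over the 22204 probe sets that are not controls and have values. Gene symbols come from the platform's annotation, in which no probe set has several symbols, and agree in spelling with the RefSeq table of assembly GRCm38.p6, which was used for names only. For gene lists, the brightest probe set stood for each gene. Shifts of 46 lists, written from textbook knowledge, were tested with camera at a preset correlation of 0.01, and 896 Reactome sets of 10 to 500 measured genes, packaged with fgsea 1.28.0, likewise. No list was called with an estimated correlation, and fry, testing for a shift in 1 direction, called 2, those of lymphatic endothelium and of hypoxia and glycolysis. Its test for change in either direction was not adjusted over the lists. The exact permutation test over 70 arrangements of the arrays has a smallest two-sided p of 0.029.

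Genes named in the text are every measured gene that the paper names, the 12 genes per direction that pass an adjusted p under 0.05 with no overlap between groups and a level at or above the median of 7.54 (log2), filled up by unadjusted p where fewer pass, and up to 4 members per described list. None passed, so all are fill-ups. Flt4, Fgl2, Alb, Gm10591 and Gm13304 are named besides and were chosen after their values were seen. Other predicted genes, chemosensory receptors and small RNAs were left out from naming. The samples, tests, gene lists and alternatives were set before the data were examined. Alternatives covered normalization, a filter on dim probe sets, the variance model, array weights, the replicate number as a block, each array left out, the set test and the summary of probe sets.

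Chosen after seeing the data were the split of the arrays by their hybridization controls, used as a block, also without array IgG 4, and for values within each part, and the running of the alternatives on the other lists. The gene counts, including those with this split and with the replicate number as a block, had been seen before the check of the replicate numbers and before the tests of this split on the lists were written down. Limma and camera were tested on simulated data with 200 changed genes; 8 of the unchanged genes were called, and with no change 0 were called. Array brightness is not a count, so no depth is given.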

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

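The other splits of the arrays for counts at adjusted and unadjusted p were set beforehand; all other tests given in this part were chosen after the results they bear on had been seen. Each treatment holds 2 arrays with low and 2 with high hybridization controls, so an additive shift between these arrays cancels from the treatment differences over all 8 arrays, though not from those with 1 array left out; whether a difference varies between them was not tested beyond the values within each. The 1182 probe sets at an unadjusted p under 0.05 were reached or passed by 10 of the 35 splits of the arrays into 4 and 4, the highest other giving 1764, so chance is not excluded. The split that follows the hybridization controls gives 1598, and with these controls as a block the treatment counts were 519 higher and 747 lower. At an adjusted p under 0.05 all 35 splits reach the 0 of the real one, with 2 as the highest other. For Reactome sets all 35 splits reach the real 0 and the highest other calls 118, while the split by hybridization controls calls 0. With a 1.5-fold difference added, 1 of 35 splits, the real one, reaches 42, which is the smallest share the design can give, but other splits give 41 and 38 and this is 1 of several counts put to the same splits, so chance is not held to be excluded. The 8 lists called by camera are reached by 4 of 35 splits, the highest other calling 21, so chance is not excluded.

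The platelet list had a difference of -0.378 on the log2 scale. A split as large occurs in 2 of 35, the highest other at 0.404, so chance is not excluded. With the hybridization controls as a block the adjusted p was 3.15e-10 with camera, and the smaller difference within them, of 2 arrays against 2, was -0.267 (standard error 0.262). Members moved together between arrays of 1 group, with a mean correlation of 0.309 against a median of -0.0067 for random lists, which is what platelet RNA in a varying share could give. An effect of the antibody on platelets bound to endothelium stays open and was not tested.

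The lymphatic list, of 8 measured genes, had a difference of -0.281 (adjusted p = 1.18e-05 with camera, 0.183 with an estimated correlation and 0.0435 with fry), with 4 members lower when adjusted over the list alone. For this list alone 1 of 35 splits, the real one, gives a difference this large, the next being 0.253, but that is the smallest share the design can give and the list was picked after its result was seen among 46, over which its exact permutation p of 0.029 becomes 0.219, so chance is not excluded. The list was also called with the hybridization controls as a block, and the smaller difference within them was -0.195 (standard error 0.0956). The paper's gate, negative for LYVE1 and PDPN, would remove lymphatic endothelium. A changing remainder of it may still be the source, but members correlated at 0.0841, the 85.74th percentile of random lists, which does not decide. Of the 8 genes, 2 had higher and 6 lower means. Lyve1 and Flt4, the latter chosen after its value was seen, had differences of 0.04 and 0.29. Pdpn, Prox1 and Reln had differences of -0.17, -0.40 and -0.48. Lyve1 was at 11.96 (log2 intensity) in IgG-treated mice although the cells were sorted as LYVE1-negative, so its RNA may not follow the lymphatic share. An effect of the antibody on lymphatic endothelium cannot be told apart from such a change of share.

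Alveolar type 2 markers were higher by 0.288, led by Sftpb, surfactant protein B, with a log2 difference of 1.08 (standard error 0.35). A difference this large occurs in 5 of 35 splits, the highest other being 0.402, so chance is not excluded. The list was also called with the hybridization controls as a block, and the differences within the low and high controls were 0.519 and 0.0576 (standard error of the latter 0.207). Array IgG 4, which has high controls, was at 8.57 in this list, within the AB-Tie1-39 values of 8.35 to 8.79. The other IgG arrays lay at 8.07 to 8.23. Without IgG 4 and with these controls as a block the difference was 0.40. Members correlated at 0.398 within groups, the 99.99th percentile of random lists, as epithelial RNA in a varying share could give. The sort for endothelial cells is meant to remove this type. Sftpc, a marker of it, was nevertheless at 11.73 (log2 intensity) in IgG-treated mice, where the endothelial gene Pecam1 was at 11.92. RNA of at least this marker was thus present in the sorted material, while the list as a whole averaged 8.25.

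Other lists passed with camera at the preset correlation and none of them with an estimated one: tip cell genes (lower, adjusted p = 0.00787, and 0.183 with an estimated correlation), immediate early and stress genes (lower, 0.000365 and 0.208), MHC class II genes (higher, 0.00749 and 0.364), airway epithelium (higher, 0.0108 and 0.183) and liver sinusoidal genes (lower, 0.00787 and 0.183). Of these the paper discusses tip cells, which it reports as fewer in retinas of AB-Tie1-39-treated pups (Fig EV2); the cells here are sorted lung EC. The alveolar type 2 list had an adjusted p of 0.000365 with camera. Tip cell and airway genes lost the call without IgG 2 (0.0718 and 0.0674), and MHC class II genes without AB-Tie1-39 4 (0.109). Liver sinusoidal genes lost it among bright probe sets (0.170) and within the low hybridization controls (0.133), and within the high controls 0 of the 7 lists called besides the platelet list passed. Single arrays stood far from the other 3 of their group, as chance gives for about 1 in 20 groups, in the lists for EC migration (promoting; gap over range 0.92, IgG 4), tip cells (0.878 for IgG 4 and 0.951 for AB-Tie1-39 1), Notch (0.86, AB-Tie1-39 2), NF-kB (0.89, IgG 4) and alveolar type 1 cells (0.854, AB-Tie1-39 4), and for the genes Ints5 (0.891, AB-Tie1-39 3), Mtmr6 (0.985, AB-Tie1-39 4), Kdr (0.901, AB-Tie1-39 3) and Ptprc (0.905, AB-Tie1-39 1).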

How the results depend on the processing

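No probe set passed an adjusted p under 0.05 with limma under any setting with all 8 arrays (nor 0.10 with no other choice changed), including the replicate number as a block (0) and the hybridization controls as a block, chosen after seeing the data. Same-numbered arrays did not deviate together (correlations of -0.05 to 0.0066), so no pairing by number was seen. Each such pair joins an array with low and an array with high hybridization controls, which could hide a pairing, so it is not excluded. The check of the numbers was run after the counts with the block (457 higher, 684 lower) had been seen. Leaving out 1 array gave 0 to 18 probe sets, 18 without IgG 4 (6 with the hybridization controls as a block there, a fit that leaves fewer degrees of freedom) and 1 without IgG 1 or AB-Tie1-39 4, and 0 to 5 of the named genes. Counts at an unadjusted p under 0.05 were 301 higher and 340 lower among bright probe sets, where fewer are tested, and 307 and 396 with the exact Mann-Whitney test. With 1.5-fold they ran from 9 to 20 higher and 32 to 54 lower without 1 array (20 and 54 without IgG 4; 17 and 14 higher without AB-Tie1-39 1 and 3), and were 56 and 98 within the low and 50 and 75 within the high hybridization controls, each with fewer arrays.

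The platelet list lost its call with an estimated correlation (adjusted p = 0.183), fry (adjusted p = 0.12) and the exact permutation test (unadjusted p = 0.0571, adjusted 0.292). The other lists called numbered 0 with an estimated correlation, 12 and 0 within the low and high hybridization controls, and 5 to 15 without 1 array (15 without IgG 4). Reactome sets numbered 1 among bright probe sets and 3 within the low controls. Lists that were not called changed direction in some settings without being called, and the cause was not tested. For EC development these were adjusted p = 0.868 (quantile), 0.942 (array weights), 0.222 (low controls) and 0.951 (fry), and an unadjusted 0.886 by permutation; for tumor cell adhesion 0.881, 0.942, 0.548, 0.907 and an unadjusted 0.60 likewise, and 0.977 with the replicate block; for M phase 0.809 (bright), 0.96 (weights) and 0.188 (low controls); for restrained migration 0.906 (high controls). Over all arrays left out in turn, whether or not the direction changed, the adjusted p ran from 0.40 to 0.977 for EC development and 0.375 to 0.968 for tumor cell adhesion (direction changed without IgG 4, AB-Tie1-39 2 or AB-Tie1-39 3), 0.557 to 0.971 for M phase (changed without IgG 3, IgG 4 or AB-Tie1-39 2), 0.311 to 0.968 for restrained migration (changed without IgG 3 or AB-Tie1-39 3) and 0.0984 (without IgG 4) to 0.898 for promoted migration (lower in each). Without IgG 4 and with the hybridization controls as a block it was 0.117 for promoted migration (lower), 0.448 for EC development and for tumor cell adhesion (both lower) and 0.68 for M phase (higher).

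Genes near 0 changed sign: log2 differences without 1 array ran from -0.014 to 0.040 for Tek, -0.15 to 0.0027 for Angpt2, -0.026 to 0.14 for Kdr, -0.018 to 0.0084 for Pecam1, -0.18 to 0.12 for Ptprc, -0.029 to 0.094 for Lyve1, -0.071 to 0.075 for Des, -0.068 to 0.021 for Actb, -0.011 to 0.091 for Ly6c1 and -0.019 to 0.080 for Adgre1. Within the low controls Tek was -0.042, Ptprc 0.24, Lyve1 -0.027, Ly6c1 -0.070 and Itgax -0.053; within the high, Tie1 0.15, Kdr -0.044, Des 0.0086, Actb 0.018 and Adgre1 -0.084; Ptprc was 0.0036 with array weights and Des 0.0062 with quantile normalization.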

Differences from the paper's values

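The heat map of Fig 3E is labelled with about 490 higher and about 610 lower genes, read by eye. The legend calls these genes significantly regulated, and the paper gives a P value under 0.05 as significant for all its tests, without naming the array test, an adjustment or a fold. At an unadjusted p under 0.05 the counts here are 482 and 700, within 1.5 times of the paper's. Of the alternatives set before the data were examined, only the filter on dim probe sets (301 and 340) and the exact Mann-Whitney test (307 and 396) fall outside that.

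The paper states that gene sets of EC migration, cell development and tumor cell adhesion were strongly lower. The lists used here, which are not the Ingenuity sets, had adjusted p = 0.644 with camera for genes promoting EC migration and 0.949 for EC development and tumor cell adhesion. Their mean log2 differences were -0.034, -0.0046 and -0.016. The measure differs too: camera compares the shift of a list's members with that of all other genes, while the paper gives bio-functions from the Ingenuity software. These values therefore do not repeat the paper's test. Without array IgG 4 the mean log2 differences of the 3 lists were -0.058, -0.029 and -0.039, with adjusted p = 0.0984, 0.40 and 0.375 and all 3 camera directions lower. With all 8 arrays, fry's test for change in either direction gave unadjusted p = 0.0025, 0.018 and 0.047 for the 3 lists. The bars of Fig 3E also show M phase as lower, and here the M phase list had a mean difference of -0.016 (adjusted p = 0.949), and 0.0042 (adjusted p = 0.736) without array IgG 4. Within the low and high hybridization controls the difference was 0.039 and -0.071. The level of this list, 7.17 in IgG-treated mice, lay below the median of all probe sets of 7.54, where a change may be missed. Thrombocytosis is shown as lower too, and the platelet list was lower here with camera at the preset correlation. That call was lost with an estimated correlation (adjusted p = 0.183), with fry (adjusted p = 0.12) and in the exact permutation test (adjusted p = 0.292). The list holds genes of platelets and megakaryocytes, so it measures their RNA in the sorted cells and not the Ingenuity term.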

Other observations

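Without array IgG 4, 18 probe sets were lower in AB-Tie1-39-treated mice at an adjusted p under 0.05 with limma and none was higher. They include Ppbp (2.47-fold lower, adjusted p = 0.0179) and Alox12 (1.90-fold, 0.0245) of platelets, Mmrn1 (1.95-fold, 0.0179) of lymphatic endothelium and platelets, Ccl21a (1.58-fold, 0.0245) of lymphatic endothelium, Thbs1, thrombospondin 1 (1.94-fold, 0.0195), Fgl2, a prothrombinase (1.61-fold, 0.0195), and Pgf (1.61-fold, 0.0245). With all 8 arrays none of these passed. IgG 4 was the lowest IgG array for Ppbp, Alox12, Mmrn1, Ccl21a, Thbs1 and Pgf, so leaving it out raises their IgG means. It lay among the AB-Tie1-39 values for Ppbp, Alox12 and Pgf, below them for Thbs1 and above them for Mmrn1 and Ccl21a. The calls without IgG 4 therefore depend on that choice. Leaving out IgG 4 leaves 2 IgG arrays with low and 1 with high hybridization controls, so a shift between these arrays no longer cancels. With them as a block, a setting chosen after seeing the data, all 18 stayed lower and 6 passed, among them Ppbp (2.52-fold, adjusted p = 0.0207), Thbs1 (1.99-fold, 0.0207) and Mmrn1 (1.96-fold, 0.043). Fgl2 (1.61-fold, 0.0569), Alox12 (1.94-fold, 0.0569), Ccl21a (1.58-fold, 0.0569) and Pgf (1.62-fold, 0.0573) no longer passed, at folds close to those without the block. Without the block, a Gm10591 and a Ccl21b probe set had identical log2 differences (-0.794), as had Ccl21b and Ccl21c (-0.855). The 18 probe sets are therefore not 18 separate genes. Gm13304 (1.73-fold, 0.043) and another Gm10591 probe set (1.73-fold, 0.0492) passed with the block.

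The treatment protocol in the sample labels speaks of liver, while the source field and the paper name lung. Sftpc, surfactant protein C, a lung transcript that liver does not express, had a log2 intensity of 11.73 ± 0.28 (SD, n = 4) in IgG-treated and 12.11 ± 0.26 (SD, n = 4) in AB-Tie1-39-treated mice, so the arrays hold lung RNA. Alb, the albumin of hepatocytes, was at 7.04 ± 0.10 and 6.96 ± 0.10, and the 17 measured hepatocyte genes averaged 7.20 in both treatments, below the median of all probe sets of 7.54 (adjusted p of their shift between treatments = 0.949 with camera). No shift was detected in lists of immune cell markers in the sorted EC: 13 pan-leukocyte genes had an adjusted p of 0.689 with camera, 16 monocyte and macrophage genes 0.868, 14 neutrophil genes 0.587, 18 T and NK cell genes 0.177 and 11 B cell genes 0.692. These lists averaged 6.92 to 7.61 in IgG-treated mice. The sort left out cells positive for CD45, so these values do not describe the immune cells of the lung. Fry's test for change in either direction gave an unadjusted p of 0.0051 for T and NK cell genes and 0.0022 for 8 alveolar macrophage genes. It gave 0.20 or more for the other immune lists given here. Genes of hypoxia and glycolysis averaged -0.073 on the log2 scale, with an adjusted p of 0.247 with camera and 0.0435 with fry, 9 of 27 having higher and 18 lower means.

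Of the other genes the paper names, those of endothelium and of the angiopoietin-Tie and VEGF pathways had log2 differences of 0.09 for Kdr, 0.11 for Flt1, -0.0088 for Pecam1, 0.04 for Vegfa, -0.07 for Angpt1, -0.09 for Angpt2 and 0.07 for Akt1. Mrc1, the mannose receptor of macrophages and some endothelia, had one of -0.65 (standard error 0.12, adjusted p = 0.44 with limma) and Itgam one of -0.40. Other markers were at -0.05 for Ptprc, -0.29 for Cd3e, -0.20 for Cd4, -0.05 for Cd8a, 0.12 for Itgax, 0.04 for Adgre1, 0.05 for Ly6c1, -0.17 for Pdpn, 0.20 for Acta2, -0.0095 for Des and -0.0091 for Actb. None passed an adjusted p under 0.05, while Mrc1, Itgam, Cd3e and Acta2 passed an unadjusted one.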
